# Downstream Gene Activation of the Receptor ALX by the Agonist Annexin A1

**DOI:** 10.1371/journal.pone.0012771

**Published:** 2010-09-17

**Authors:** Derek Renshaw, Trinidad Montero-Melendez, Jesmond Dalli, Ahmad Kamal, Vincenzo Brancaleone, Fulvio D'Acquisto, Giuseppe Cirino, Mauro Perretti

## Abstract

**Background:**

Our understanding of pro-resolution factors in determining the outcome of inflammation has recently gained ground, yet not many studies have investigated whether specific genes or patterns of genes, are modified by these mediators. Here, we have focussed on the glucocorticoid modulated pro-resolution factor annexin A1 (AnxA1), studying if its interaction with the ALX receptor would affect downstream genomic targets.

**Methodology/Principal Findings:**

Using microarray technology in ALX transfected HEK293 cells, we discovered an over-lapping, yet distinct gene activation profile for AnxA1 compared to its N-terminal mimetic peptide Ac2-26, which may be suggestive of unique downstream inflammatory outcomes for each substance. When the *up*-regulated genes were explored, consistently induced was the sphingosine phosphate phosphatase-2 gene (*SGPP2*), involved in regulation of the sphingosine 1 phosphate chemotactic system. Up-regulation of this gene, as well as JAG1 (and down-regulation of JAM3), was confirmed using real time PCR both with transfected HEK293 cells and human peripheral blood leukocytes. Furthermore, lymph nodes taken from AnxA1^null^ mice displayed lower *SGPP2* gene activity. Finally, connectivity map analysis for AnxA1 and peptide Ac2-26 indicated striking similarities with known anti-inflammatory therapeutics, glucocorticoids and aspirin-like compounds, as well as with histone deacetylase inhibitors.

**Conclusion/Significance:**

We believe these new data raise the profile of AnxA1 from being solely a short-term anti-inflammatory factor, to being a ‘trigger’ of the endogenous pro-resolution arsenal.

## Introduction

The concept of endogenous anti-inflammation has gained ground recently with various mediators being identified: they are actively involved in controlling and attenuating the potential over-reaction of the body's immune system, thereby affording a degree of protection for the host, assuring a strict time-dependence of the acute inflammatory response and promoting rapid regain of homeostasis [1], [2], [3], [4]. Among the group of pro-resolving endogenous anti-inflammatory mediators, glucocorticoids represent one of the main pathways. Released by the concerted action of hormones acting on the hypothalamus, pituitary and adrenal glands, glucocorticoids augment the cellular levels of a downstream anti-inflammatory mediator, the 37-kDa protein Annexin 1 (AnxA1, formerly named lipocortin-1). Blood-borne polymorphonuclear leukocyte (PMN) represents the first line of defence in innate immunity, as they are the first to rapidly extravasate to the site of inflammation. The function of early/non-genomic effects of AnxA1 on the PMN, in the context of the endogenous control against over-shooting of inflammation, are well characterised and include inhibition of PMN extravasation in models of acute [5] and chronic inflammation [6] as well as in experimental systemic inflammation [7] have been described.

Many of the cellular effects of AnxA1 are mediated by a specific G-protein-coupled 7-transmembrane receptor, termed ALX. This receptor is shared by another effector of endogenous anti-inflammation, the short-lived lipid lipoxin A_4_ [8], hence the acronym ALX for lipoxin A_4_ receptor. However, ALX is also structurally related to the human formyl-peptide receptor or FPR, hence sometimes it is referred to as FPR-like-1 or FPR2 [9]; [10]. Here, we will use the ALX classification, as this terminology is more relevant to the anti-inflammatory functions of this receptor. Human FPR is the classic receptor for the chemoattractant formyl-Met-Leu-Phe, whereas ALX displays ∼70% similarity at the nucleotide level, and binds several synthetic and natural ligands, examples of the latter ones being serum amyloid A, lipoxin A_4_ and AnxA1 [8], [11].

The biological anti-inflammatory actions of AnxA1 are by and large replicated by short peptides derived from the N-terminal sequence of the 346-aa long protein. For example, peptide Ac2-26 retains most of the anti-migratory actions of AnxA1 [12], [13] however, using artificial transfected cell systems, peptide Ac2-26 has been shown to activate human FPR [14], [15] as well as the third receptor of this family, termed FPR-like 2 [14]. We have recently transfected human FPR and ALX (the only two receptors of the group expressed by human PMN) in HEK293 cells finding that while AnxA1 displays selectivity for binding to ALX, the shorter and more flexible peptide Ac2-26, binds to both FPR and ALX with approximately equal affinity [16]. Analysis of the rapid post-receptor events indicated selective activation of the extracellular-regulated kinase 1 and 2 pathway, with no activation of other mitogen-activated protein kinase [16]. Finally, AnxA1 activation of ALX on the human PMN inhibited interaction with HUVEC monolayers as assessed with the flow chamber system.

The present study was undertaken to identify other effects downstream the AnxA1/ALX pathway, reasoning that delayed gene alteration might have implications in the control exerted by AnxA1 in complex and longer lasting inflammatory scenarios. In addition, a comparison between the genes altered by AnxA1 and its short N-terminal derived peptide Ac2-26 [17] was also made, supposing that a more rigid conformation, as in the full protein binding to ALX *vs.* a more flexible structure, as in the case of 24-aa long peptide Ac2-26, might incite distinct modes of activation of the receptor.

## Materials and Methods

### AnxA1 and Ac2-26 synthesis

Human AnxA1 cDNA was cloned into the expression vector pGEX-4T-327 and the protein expressed and purified (Scientific Proteins, Witterswil, Switzerland). AnxA1 was expressed as a fusion protein with major basic protein linked to the N-terminal and subsequently cleaved with TEV protease. Sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and western blot analysis showed that the recombinant AnxA1 was more than 98% pure, with an endotoxin contamination less than 40 U/mg as measured by the Limulus amebocyte chromogenic assay (Sigma, Poole UK). Peptide Ac2-26 (acetyl-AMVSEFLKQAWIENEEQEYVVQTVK; corresponding to residues 2-26 of human AnxA1) was synthesised by the Advance Biotechnology Centre (Imperial College School of Medicine, London, UK) using solid-phase stepwise synthesis. Purity was more than 90% as assessed by high-performance liquid chromatography (HPLC) and capillary electrophoresis (data supplied by the manufacturer).

### Receptor cloning and cell culture of stably transfected HEK293 cells

HEK293 cells were obtained form the European Collection of Cell Cultures (ECACC 85120602). ALX receptor was cloned in HEK293 cells and cultured as recently described [16]. Briefly, cloning the cDNA encoding the open reading frame of the receptor was obtained by PCR amplification of U937 cell cDNA library, using the forward primer, 5′-GCG CAA GCT TAT GGA AAC CAA CTT CTC CAC TCC TC, and reverse-purified and ligated in to pRc/CMV expression vector (Invitrogen, Paisley, UK), by sticky end ligation. The ALX construct was used to stably transfect HEK-293 cells using Fugene 6™ transfection reagent (Roche, Lewes, UK) according to manufacturer's instructions. In brief, 2 µg of plasmid DNA was used to transfect HEK-293 cells (2×10^5^ cells/well in 6 well plates) cultured in supplemented Eagle's minimum essential medium (EMEM). Neomycin (400 µg/ml; Invitrogen) was added to the medium to maintain selection.

### Cell Staining and Flow Cytometry

To detect membrane ALX, stably-transfected HEK293 cells were suspended in PBC buffer (0.15% BSA, 1 mM CaCl_2_ in PBS) and incubated with either primary monoclonal antibody for human ALX receptor (final concentration of 5 µg/ml; a kind gift from Dr Duncan Henderson (AstraZeneca, UK) or PBC alone. All samples were also incubated with human IgG at 320-µg/well (Sigma, UK) for 1 h at 4°C. Following washes with PBC, cells were incubated with rabbit anti-mouse FITC (STAR 9B, Serotec, UK) at 1∶40 dilution, for 45 minutes. Samples were washed and analysed by flow cytometry using a FAC-SCalibur (Becton Dickinson) cytometer. Data was acquired and analyzed using the CellQuest®. Mean fluorescence intensity was evaluated.

### Microarray Hybridization, Data Processing and Functional Analysis

The microarray analysis was performed on GeneChip® Human Genome U133 Plus 2.0 Arrays (Affymetrix, Inc. Santa Clara,CA), which include 54,675 probe sets that represent over 38,500 well-characterized human genes.

We used two replicates for each group: CMV (control group, HEK293 cells), ALX (HEK293 transfected with ALX receptor), Ac226 (HEK293 cells transfected with ALX receptor and treated with 10 µM Ac2-26 peptide) and AnxA1 (HEK293 cells transfected with ALX receptor and treated with 0.5 µM AnxA1 peptide).

All sample labelling, hybridization, staining and scanning procedures were carried out using Affymetrix standard protocols (www.affymetrix.com). Briefly, total RNA was purified 4 hours after treatment with the peptides, using Trizol (Invitrogen) method, according to manufacturer's instructions. To assess the quality of the RNA used for microarray experiments all samples were analysed using an Agilent Bioanalyser 2100. The RNA profiles for each sample were within the range recommended by the manufacturer. Then, cDNA was synthetized from total RNA and an *in vitro* transcription reaction was performed to obtain biotin-labelled cRNA, which was then fragmented and hybridized to the chips. After incubation, washing and staining steps, intensity signal for each probe set was measured.

Normalization was carried out using Bioconductor software (affyPLM package, RMA method). Normalized intensity values were used to obtain the fold change (FC) for each of the three groups studied (ALX alone, Ac2-26 and AnxA1) calculating the log_2_ of the ratio (average of the two replicates/average of the two control replicates). We also performed an exhaustive quality control study using Bioconductor (simpleAffy package), including visual inspection of the microarrays, % present genes, average background, scale factor, GAPDH 3′/5′ ratio and *spike in* controls. All of them showed normal values.

Data analysis and filtering were made with Spotfire DecisionSite v9.0. Genes with a FC more than a 50% compared to controls were considered differentially expressed. The functional analysis of differentially expressed genes (3120, 103 and 118 probes for ALX, Ac226 and AnxA1 groups respectively) was made using Panther Classification System v6.1 (Applied Biosystems).

Finally, according to MIAME recommendations and in order to ensure that all information is given in detail so results can be easily understood, reproduced and compared, all microarray data are publicly available in the Gene Expression Ommibus (GEO) database (GEO ID: GSE14807).

### Reverse Transcriptase (RT) PCR

RNA was extracted using Trizol solution according to the manufacturers instructions. ∼25 µg total RNA were treated with DNAse 1 (Ambion, UK) for 1 hr at 37°C. Total RNA for all experiments was normalised at 5 µg/reaction. cDNA was produced using SuperScript™ III (Invitrogen Ltd, Paisley,UK). PCR was performed using the following specific primers: hALX receptor: 5′-TAT TGC CAC CAA GAT CCA CA (forward, F), 5′-GA GGC AGC TGT TGA AGA AGG (reverse, R); hFPR: 5′-CAA CCC CAT GCT TTA CGT CT (F), 5′-T ATC CCT GAC CCC ATC CTC (R); hGAPDH: 5′-CAA ATT CCA TGG CAC CGT CA (F), 5′-GGA CTG GGT GTC GCT GTT GA (R). PCR amplification conditions were as follows, 94°C for 5 mins then 35 cycles of 94°C for 30 seconds, 59°C annealing for 30 seconds, 72°C extension for 30 seconds then 7 minutes at 72°C. Products were run immediately on a 1% agarose gel and photographed under ultra-violet light. Human primary neutrophil cDNA was used as a positive control for ALX receptor and FPR1 mRNA expression.

### Real-time-PCR using SYBR Green I Dye chemistry and data analysis

Samples were normalised to 40 ng of cDNA per well and loaded in triplicate for each gene. QuantiTect primer assays (Qiagen Ltd, UK) were used: hGAPDH (QT01192646); hRPL32 (QT00046088); hSGPP2 (QT00041832), hJAG1 (QT00031948), mJAM3 (QT00024997), mGAPDH (QT 0199388); mRPL32 (QT0131992) mSGPP2 (QT 01044204). Sample cDNA was obtained using SensIMix(dT) 2x mastermix and SYBR®Green 1 (Quantace Ltd, UK) using an ABI PRISM® 7900HT fast real time PCR system (ABI, Ca). PCR ramping protocols were standardised for all QuantiTect primer assay sets at 50°C for 2 min, 94°C for 5 min, followed by 40 cycles of 30 s at 94°C, 45 s at 55°C and 45 s at 72°C. GAPDH and RPL32 were used as endogenous controls. Data analysis was made using Relative Expression Software Tool (REST©).

### Animals

Animal work was performed by authorised scientists (holding a personal licence) according to UK Home Office regulations (Guidance on the Operation of Animals, Scientific Procedures, Act 1986) and complying with the directives of the European Union (project licence 70/5882 scrutinised by Queen Mary Ethics Committee first and then approved by the Home Office, on April 2004)". Male wild type (WT) Balb-c mice (20–25 g) were purchased from B&K (Hull, UK). AnxA1 null Balb-c mice (20–25) were backcrossed from the original mixed C57Bl6/129SV [18] for 10 generations. Five animals were housed per cage with 12 h light-dark cycle and controlled temperature. Animals were maintained on a standard chow pellet diet with tap water *ad libitum*.

### Isolation of primary human leukocytes

Experiments using healthy volunteers were approved by the local research ethics committee (05/Q0603/34 Barts and The London Research Ethics Commitee). Informed consent was provided according to the Declaration of Helsinki. Consent was verbal as per protocol approved, since dealing with healthy control blood. Each time samples were taken from healthy volunteers, a record of the amount of blood and date was written in a dedicated log book. Only blood from healthy volunteers was used for this study (no patient samples), which was used for leukocyte purification. Volunteers consented to allow the use of their white blood cells (via methods described below) for in vitro experiments. Blood was collected into 3.2% sodium citrate and diluted 1∶1 in RPMI-1640 (Sigma-Aldrich) before separation through a Histopaque 11191/10771 gradient. After PBMC/PMN isolation and washing, contaminating erythrocytes were removed by hypotonic lysis. PBMC/PMN's were resuspended at a concentration of 50×10^6^/mL in PBS supplemented with Ca^2+^ and Mg^2+^. PBMC/PMN cells were incubated at 37°C in a shaking water-bath for 4 hrs with and without human recombinant AnxA1 (500 nM). Following the incubation samples were centrifuged at 4000 g for 5 minutes and supernatant discarded. Samples were frozen at −80°C in Trizol until RNA purification.

## Results and Discussion

### Transfection of ALX receptor in HEK293 Cells

HEK293 cells were chosen as a host cell for transfection experiments, as they lack endogenous FPR family receptors, including ALX receptor. The extent of ALX expression in stably transfected HEK293 cells was confirmed using specific primer sequences designed against the protein coding region of the human ALX receptor (Figure 1B). Control/empty vector stably transfected HEK293 cells demonstrate a lack of expression of either FPR or ALX receptor genes. Human neutrophil cDNA was used as a positive control. Expression of ALX receptor cell surface protein was demonstrated in unstimulated ALX stably transfected HEK293 cells compared to empty vector controls (CMV) using flow cytometry analysis (Figure 1C). There was a significant increase in positive fluorescent signal, in the ALX receptor transfected cells compared to CMV cells. No significant increase in fluorescent signal was observed when using an FPR specific antibody on either cell type (data not shown) demonstrating a lack of FPR receptor protein in these cells. Of equal importance, CMV or ALX-transfected cell incubation with 10 µM peptide Ac2-26 (4 h) did not yield any expression/release of endogenous AnxA1 (as assessed by Western blotting in cell-free supernatants), Lipoxin A4 or SAA (assessed by ELISA) (data not shown).

**Figure 1:**
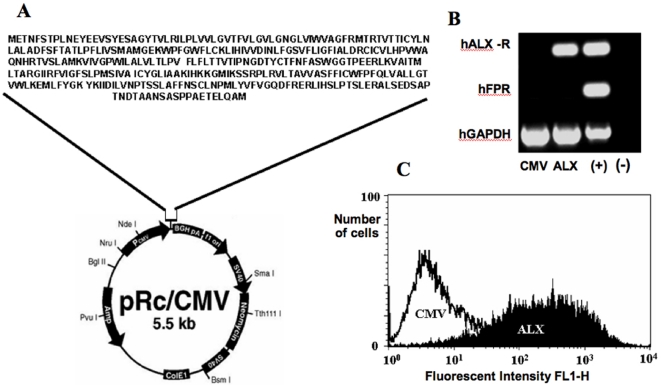
Transfection of ALX receptor into HEK293 cells. **A**) Generation of the HEK293 clones. pRc/CMV expression vector used to transfect ALX receptor into HEK293 cells to produce stable cell lines. Details of the full length protein sequence for the ALX receptor are also shown. **B**) Representative expression of FPR receptors by PCR visualised on a 1% agarose gel: CMV, empty vector transfected cells; ALX, annexin A1 receptor transfected cells; (+) human neutrophil cDNA positive control; (−) water replaced cDNA negative control. In all experiments results are representative of three separate experiments with similar results. **C**) Specific ALX receptor immunoreactive protein cell surface expression was determined using flow cytometry and compared to CMV stably transfected HEK293 cells.

These results suggest that the ALX transfected HEK293 cells have both i) detectable cell surface expression in the ALX protein and ii) that this expression is specific to the cloning procedure, as CMV empty vector transfected cells show no immunoreactivity for the anti-ALX antibody. There was also no detectable release of AnxA1 protein from either transfected cell line (as measured by ELISA, data not shown), suggesting that there was no interference by endogenous AnxA1 protein in the transfected HEK293 cells in the subsequent microarray experiments.

### Identification of differentially expressed genes by AnxA1 and peptide Ac2-26

In order to obtain a global picture of gene expression changes associated with the activation of ALX receptor by the specific agonists AnxA1 and peptide Ac2-26, a whole-genome microarray study was carried out using GeneChip® Human Genome U133 Plus 2.0 (Affymetrix, Santa Clara, CA). HEK293 cells transfected with ALX receptor were treated with 0.5 µM AnxA1 or with 10 µM Ac2-26 for 4 hours; these concentrations were validated to produce rapid signalling responses (e.g. phospho-ERK) *via* ALX activation [16]. Cells containing the ALX receptor were used as controls. Also, a fourth group was included, consisting of HEK293 cells transfected with empty vector, which served as control to study the changes produced by the transfection of the receptor in these cells.

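The array data come from 8 arrays, 2 for each of 4 groups of HEK293 cells, a human embryonic kidney line. CMV cells carried the empty vector and ALX cells carried the receptor, both without agonist. The sample labels name another empty vector than the pRc/CMV of the methods, which was not resolved here. The other 2 groups were ALX cells given 10 µM Ac2-26 or 0.5 µM AnxA1 for 4 hours, so the doses of the agonists differed. Each array measured 54613 probe sets, which the paper calls probes, and 62 control probe sets. Their values are RMA signals on the log2 scale, made by the authors with affyPLM. A single gene symbol was assigned to 41091 probe sets, several symbols to 1801 and none to 11721. The paper's criterion was recomputed as a difference of at least 0.58496 between the mean log2 signals of the groups compared, with no test. This is a 1.5-fold change, and the threshold is given below as 0.585. limma was then fitted to all 8 arrays together, and its p-values were adjusted over the 54613 probe sets by the method of Benjamini and Hochberg. A fit with the replicate number as a block was the alternative, and its values are given where it changed a call. Levels are means of 2 arrays with their SD, and standard errors (SE) and p-values are those of limma. Each SE is from the fit without the block, also where a blocked adjusted p stands beside it. The number of arrays limits the precision, since an exact permutation test of 2 arrays against 2 gives no p under 0.333. Where 1 array was left out, a lone replicate was compared with both replicates of the other group. The difference between replicate numbers then enters the change.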

After an exhaustive quality control and normalization steps (see Material & Methods), Spotfire Decision Site software was used to identify differentially expressed genes. For each group (ALX, AnxA1 and Ac2-26), probes showing a fold change ≥50% compared to controls, were selected as differentially expressed. 

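NRP2, which encodes the semaphorin co-receptor neuropilin 2, had a mean log2 signal of 7.32 ± 0.27 (SD, n = 2) in ALX cells and 5.91 ± 0.03 (SD, n = 2) in CMV cells, a log2 change of 1.41 (SE 0.16). Also higher were NMRAL1 by 1.08 (SE 0.21), the small GTPase gene RASL10A by 0.94 (SE 0.14) and GPRC5B, which encodes an orphan G protein-coupled receptor, by 0.90 (SE 0.18). ZNF837, IGFBPL1, CHKB, RRP7A, EML3 and TRPT1 were higher by 0.64 to 0.82. BRWD1, which encodes a bromodomain protein, was at 4.06 ± 0.10 (SD, n = 2) in ALX cells and 5.72 ± 0.33 (SD, n = 2) in CMV cells, a log2 change of -1.66 (SE 0.22). The changes were -1.50 (SE 0.13) for TMEM170B, -1.37 (SE 0.17) for the kinase gene UHMK1 and -1.23 (SE 0.16) for NFYB, a subunit of the transcription factor NF-Y. ZBTB21, THAP5, PDE3B and AMN1 had changes of -1.20 to -0.95. These genes, with ZNF667 and ZNF780A, are the 10 higher and 10 lower probe sets with the smallest limma p. They were chosen among those past the 50% criterion without overlap between the arrays. Absence of overlap by itself gives the same sign in both same-numbered pairs. For 9 of these 20 genes the brightest probe set was another one; all 9 had the same sign and 4 passed the criterion, and that of BRWD1 had a change of -0.09. Without the replicate block, limma called 0 probe sets at an adjusted p under 0.05, with 5135 at an unadjusted p under 0.05, and the adjusted p of these genes was 0.27 to 0.31. With the block it called 931 probe sets of 677 genes, 886 lower and 45 higher (1492 with median-centred arrays, 253 scaled to the spike controls and 333 with quantile normalization), and the adjusted p of these genes was 0.0096 to 0.046. The blocked count was 416 without CMV replicate 1, 551 without CMV replicate 2, 2 without ALX replicate 1 and 0 without ALX replicate 2.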

As shown in Figure 2, the transfection of the ALX receptor into HEK293 cells produced strong changes on gene expression: 3120 probes, of which 2893 were down-regulated and only 227 were up-regulated. This strong effect on gene expression could be due to the artificially over-expression of the receptor that is observed in these cells after the transfection. On the other hand, 118 and 103 probes were differentially expressed after treatment with AnxA1 and Ac2-26 peptides respectively, compared to control group (ALX). These genes are summarized in Supplementary Tables S1 and S2.

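The probe sets past the 50% criterion between ALX and CMV cells, 3121 in all, represent 1896 genes with a symbol of their own, and 2894 of the probe sets were lower and 227 higher in ALX cells. The RAB genes, small GTPases of vesicle transport, included 7 of 57 lower by 50% and 0 higher. RAB18 had a log2 change of -0.96 (SE 0.54 without the block, blocked adjusted p = 0.028 from limma). RAB33B had a change of -0.75 (SE 0.16, blocked adjusted p = 0.047) and RAB21 of -0.63 (SE 0.12, blocked adjusted p = 0.047). As a family the RAB genes had a median of 0.06 and a mean of -0.04, and limma's camera gave an adjusted p of 0.46. Of 316 solute carrier genes, 20 were lower by 50% and 3 higher, and the family had a median of 0.11 (adjusted p = 0.72). Among them, SLC30A1 and SLC30A7, which encode zinc transporters, had log2 changes of -1.19 (SE 0.21) and -1.07 (SE 0.15), both with a blocked adjusted p of 0.02. The nucleotide sugar transporter gene SLC35A1 had a change of -0.98 (SE 0.17, blocked adjusted p = 0.03). Without the block, 2 RAB genes and 5 solute carrier genes passed when adjusted over the list alone, and 7 and 13 with it. Of the 3121 probe sets, 3081 had the same sign in both same-numbered pairs, 1569 passed the criterion in each pair (1498 lower and 71 higher). Simulated unchanged groups gave a mean of 103 probe sets (78 to 123 in 100 simulations). The lower share was 92.7%, and 69.4% with arrays scaled to the spike controls, which moved the median of all probe sets by 0.105. The mean spike signal in replicates 1 and 2 was 10.5 and 9.54 in CMV cells and 10.69 and 9.14 in ALX cells. It was thus higher in ALX than in CMV cells in replicate 1 and lower in replicate 2, which limits this scaling. The count was 4736 without ALX replicate 2. The paper proposes that the changes of ALX from CMV cells could be due to the artificial over-expression of the receptor.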

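With Ac2-26, 74 probe sets were lower and 29 higher than in ALX cells by the 50% criterion. The larger share turned without ALX replicate 1 and without Ac2-26 replicate 1. It kept its side without ALX replicate 2 and without Ac2-26 replicate 2. RNF141, which encodes a RING finger protein, had a log2 change of 0.80 (SE 0.27), the transcription elongation factor gene ELL2 of 0.64 (SE 0.18) and the arginase gene ARG1 of 0.61 (SE 0.15), from 3.33 ± 0.18 to 3.93 ± 0.09 (SD, n = 2). MTMR11 had a change of -0.66 (SE 0.17), BNC2, which encodes a zinc finger protein, of -0.59 (SE 0.17) and BMF, which encodes a pro-apoptotic BH3-only protein, of -0.59 (SE 0.18). With AnxA1, 71 probe sets were lower and 47 higher. The larger share turned with median-centred arrays (55 and 57), arrays scaled to the spike controls (53 and 58) and means on the linear scale (46 and 81). It kept its side with quantile normalization (67 and 51) and with the filters on low signal. The larger share also turned without ALX replicate 1 and without AnxA1 replicate 2. Without ALX replicate 2 or without AnxA1 replicate 1 it kept its side. GATA3, a transcription factor of T helper cell differentiation, had a change of 0.73 (SE 0.18), from 4.75 ± 0.32 to 5.48 ± 0.18 (SD, n = 2). MAFF had a change of 0.85 (SE 0.35) for the dimmer of its 2 probe sets and of -0.09 for the brighter, and the circadian repressor gene BHLHE41 of 0.66 (SE 0.20). PPP3R1, the regulatory subunit of the phosphatase calcineurin, had a change of -0.78 (SE 0.20), from 6.40 ± 0.06 to 5.62 ± 0.01 (SD, n = 2), and the O-GlcNAc transferase gene OGT of -0.64 (SE 0.17). Of the 20 genes chosen by p for each agonist, the brightest probe set was another one for 9 with Ac2-26 and 10 with AnxA1. It had the same sign for 4 and 7 of them and passed the criterion for 0 and 0. limma called 0 probe sets for Ac2-26 and 0 for AnxA1, with and without the replicate block, and the smallest adjusted p was 1. At an unadjusted p under 0.05 there were 537 and 506 probe sets. Simulated unchanged groups gave a mean of 106 probe sets past the 50% criterion (83 to 137) in place of the Ac2-26 list and 102 (86 to 125) in place of the AnxA1 list.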

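Some genes of these lists passed the 50% criterion in each same-numbered pair of arrays, 11 probe sets with Ac2-26 and 11 with AnxA1. With Ac2-26 they include IDUA, the lysosomal iduronidase gene, with log2 changes of 0.59 in replicate 1 and 0.59 in replicate 2, CINP with -0.59 and -0.65, and the kinase gene AKT2 with -0.97 and -0.59. With AnxA1 they include NAA25, with a mean change of -0.65 (SE 0.46), and FRYL was close to them with -0.55 and -0.62. AKT2 and NAA25 were chosen after their values were seen, and the brightest AKT2 probe set had a change of 0.00 with Ac2-26. Others rest on 1 replicate. RBM14 had changes of -1.38 and 0.13 with Ac2-26 and of -1.82 and 0.63 with AnxA1, and MAU2 of -1.62 and 0.45 and of -1.95 and 0.43. The criterion was passed in the first pair alone by 72 probe sets with Ac2-26 and 86 with AnxA1, and in the other alone by 20 and 20. The Ac2-26 list had 588 probe sets without ALX replicate 1, 1181 without ALX replicate 2, 1517 without Ac2-26 replicate 1 and 1678 without Ac2-26 replicate 2. The AnxA1 list had 838 and 1031 without the ALX arrays, 1284 without AnxA1 replicate 1 and 2409 without AnxA1 replicate 2.

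**Figure D1:**
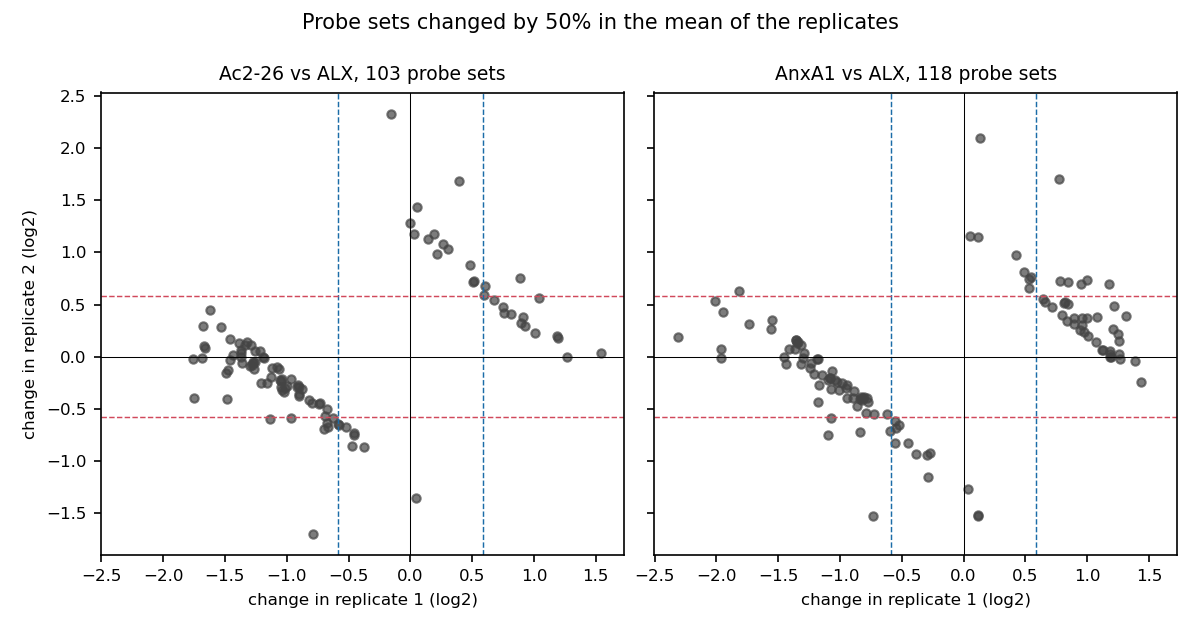
Log2 change from ALX cells in replicate 1 (horizontal axis) and in replicate 2 (vertical axis) for the 103 probe sets of the Ac2-26 list (left) and the 118 of the AnxA1 list (right), 1 point per probe set. Dashed lines mark the threshold of 0.585 in either direction, and the median size of the change was 1.01 and 0.31 in the 2 replicates with Ac2-26 and 1.00 and 0.37 with AnxA1.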

**Figure 2:**
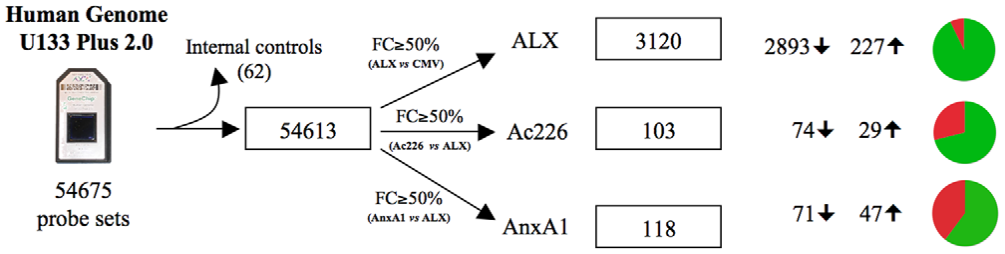
Filtering process and identification of differentially expressed probes in ALX, Ac226 and AnxA1 groups. Internal controls contained in the array were discarded. Then, probes showing a fold change (FC) less than 50% in expression for each group (ALX *vs.* CMV, Ac226 *vs.* ALX, AnxA1 *vs.* ALX) were selected as differentially expressed probes.

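The SGPP2 probe set in the lists had a mean log2 signal of 6.76 ± 0.03 (SD, n = 2) in CMV cells, 5.17 ± 1.47 in ALX cells, 6.21 ± 0.56 with Ac2-26 and 6.41 ± 0.81 with AnxA1. Against ALX cells the log2 change was 1.04 (SE 0.66) with Ac2-26 and 1.24 (SE 0.66) with AnxA1, and both adjusted p-values from limma were 1. The changes in replicates 1 and 2 were 0.39 and 1.68 with Ac2-26 and 0.77 and 1.71 with AnxA1. Without ALX replicate 2, whose signal was 4.13, the changes were 0.00 with Ac2-26 and 0.20 with AnxA1. There the ALX array of replicate 1 stands against both replicates of the agonist. The other SGPP2 probe sets, at 6.56 and 4.88 in ALX cells, had changes of -0.07 and -0.27 with Ac2-26 and of 0.02 and -0.03 with AnxA1. In ALX cells against CMV cells, the listed SGPP2 probe set had a change of -1.59 (SE 0.66, blocked adjusted p = 0.059). Genes of S1P and ceramide metabolism were listed as a group of 35. With Ac2-26, SGPP1, the paralog of SGPP2, had a change of 0.36 (SE 0.48) and the sphingosine kinase gene SPHK1 of 0.21 (SE 0.23), and the ceramidase gene ACER3 one of -0.37 (SE 0.25). With AnxA1, ACER3 had a change of -0.40 (SE 0.25), and the lipid phosphatase gene PLPP1 had a change of 0.38 (SE 0.17). The list's adjusted p from limma's camera was 0.98 with Ac2-26 and 1 with AnxA1, and 0 members passed in either comparison when adjusted over the list alone. Between ALX and CMV cells the list's adjusted p was 0.23, with 19 members lower and 16 higher. The sphingomyelin synthase gene SGMS2 had a change of -1.63 (SE 0.25, adjusted p = 0.27, blocked adjusted p = 0.015) and SGPP1 of -1.04 (SE 0.48, adjusted p = 0.56, blocked adjusted p = 0.041).

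**Figure D2:**
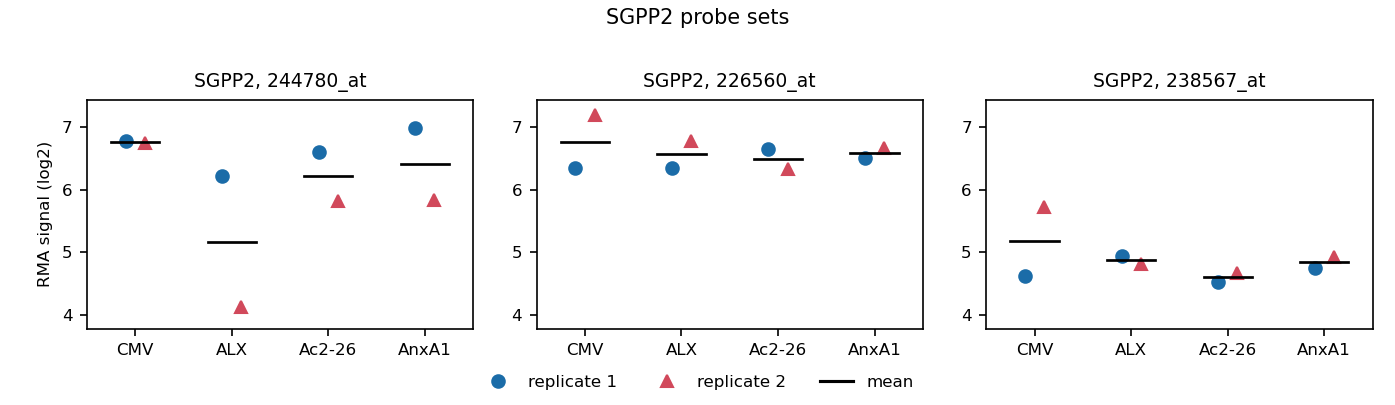
RMA signal (log2, vertical axis) of the 3 SGPP2 probe sets on each of the 8 arrays, by group. Circles are replicate 1, triangles replicate 2 and bars the mean of the 2 arrays; in the left panel, the listed probe set, ALX replicate 2 lies at 4.13, the lowest of the 8 arrays.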

A succinct list of the interesting genes affected by both AnxA1 and Ac2-26 would include SGPP2 (sphingosine-1-phosphate phosphatase), an enzyme involved in the degradation of sphingosine-1-phosphate (S1P), a lipid mediator involved in several physiological processes including cell growth and survival, and leukocyte migration [19], [20]. S1P has also been shown to play a role in pathological conditions including vascular permeability, cancer and inflammation and recent reports show that SGPP2, one of the enzymes involved in its regulation is induced during the inflammatory process [21] as well as in experimental osteoarthritis [22].

Another gene of interest was JAM3 (junctional adhesion molecule 3, also known as JAMC), which was down-regulated by treatment with AnxA1. 

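JAM3 was measured by 3 probe sets. With AnxA1, the listed probe set had a mean log2 signal of 6.52 ± 2.04 (SD, n = 2) against 7.26 ± 0.24 (SD, n = 2) in ALX cells, a log2 change of -0.74 (SE 0.95). A second probe set, at 7.03 ± 0.38 (SD, n = 2) in ALX cells, had a change of -0.56 (SE 0.84), and the brightest of the 3, at 9.50, of -0.07 (SE 0.16). The adjusted p from limma was 1 for each. In replicates 1 and 2 the AnxA1 changes of JAM3 were -2.01 and 0.53 for the listed probe set and -1.50 and 0.39 for the second. Without AnxA1 replicate 1 they were 0.71 and 0.66. With Ac2-26, the listed JAM3 probe set had a change of -0.45, -0.96 in replicate 1 and 0.06 in replicate 2. Of 32 genes of junctional and leukocyte adhesion molecules, 19 were lower and 13 higher with AnxA1, and 0 passed the test, also when adjusted over the list alone (adjusted p = 1 from limma's camera). By the brightest probe set of each gene, the largest of these changes was that of the claudin gene CLDN5, -0.50 (SE 0.13). TJP3 followed with -0.35 (SE 0.18). With Ac2-26 the integrin gene ITGA4 had a change of 0.38 (SE 0.19), and the list's adjusted p was 0.98.

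**Figure D3:**
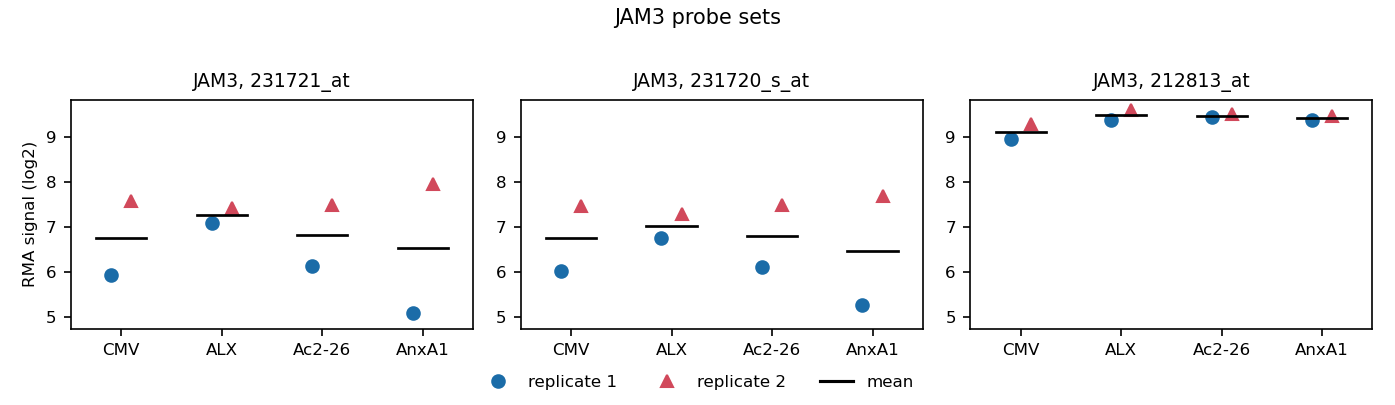
RMA signal (log2, vertical axis) of the 3 JAM3 probe sets on each of the 8 arrays, by group. Circles are replicate 1, triangles replicate 2 and bars the mean of the 2 arrays; in the left panel, the listed probe set, AnxA1 replicate 1 lies at 5.08 and AnxA1 replicate 2 at 7.97.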

JAM3 is an adhesion molecule involved in transendothelial migration of leukocytes [23]. Recent data suggest potential roles for this protein in the pathogenesis of rheumatoid arthritis, being highly expressed in rheumatoid synovium. Moreover, targeting JAM3 significantly reduced the severity of experimental arthritic disease [24], [25]. We would propose that down-regulation of this gene by AnxA1 may contribute to its inhibitory properties in models of chronic inflammation. As an example, work of Morand and colleagues have highlighted the importance of this mediator in modulating inflammatory arthritis [6], [26]. Our new data indicate that, in inflammatory settings, expression of JAM-3 may be modulated upon AnxA1 administration (pharmacological studies) or AnxA1 deficiency (patho-physiological investigations).

Next, we used a distinct approach where we compared the three groups in order to find similarities and/or differences in gene expression changes that could be related to the mechanism of action of these peptides. The Venn diagram in Figure 3 reports the 7 common probes that are affected in the three groups. 

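The probe sets past the 50% criterion in all the comparisons belong to HINT3, EVI5, SGPP2 and MALAT1, the last a nuclear long noncoding RNA with 3 of them, and 1 more carries several symbols, among them EIF4A2. HINT3 was at 9.20 ± 0.04 (SD, n = 2) in CMV cells, 7.51 ± 1.28 in ALX cells, 8.60 ± 0.49 with Ac2-26 and 8.63 ± 0.11 with AnxA1. Its change with Ac2-26 was 1.09 (SE 0.52), -0.16 in replicate 1 and 2.34 in replicate 2, and with AnxA1 it was 1.12 (SE 0.52), 0.13 and 2.10. The other HINT3 probe sets had changes of 0.53 and 0.64 with Ac2-26 and of 0.61 and 0.31 with AnxA1. The MALAT1 probe set at 7.27 in ALX cells had changes of -1.07 (SE 0.88) in ALX cells against CMV cells, -1.25 (SE 0.88) with Ac2-26 and -1.13 (SE 0.88) with AnxA1. For the MALAT1 probe set at 7.87 the agonist changes were -0.65 and -0.71, and for the dimmest listed one, at 4.38, they were 0.67 and 0.70. Without ALX replicate 2, the changes of the dimmest were -0.22 and -0.18, and without AnxA1 replicate 1 its AnxA1 change was -0.74. These values set a lone replicate number against both, so the difference between replicate numbers enters them. In the same-numbered pairs the dimmest was higher each time, by 0.30 and 1.03 with Ac2-26 and by 1.26 and 0.15 with AnxA1. The brightest MALAT1 probe set on the array, at 9.12 in ALX cells, had changes of -0.14 and -0.16. The probe set with several symbols had changes of -0.80 against CMV cells, -0.64 with Ac2-26 and -0.69 with AnxA1. HINT3, EVI5, SGPP2 and the dimmest listed MALAT1 probe set were lower in ALX cells than in CMV cells and higher with the agonists. No test stands behind the count of 7, and simulated unchanged groups that shared the ALX arrays gave a mean of 7.37 (2 to 15), with a mean of 103 probe sets on the list of ALX against CMV cells. With the observed change of ALX from CMV cells kept in the simulation, a setting chosen after seeing the data, the mean was 9.56 (5 to 18), with 4250 on that list, so neither has an ALX list of the observed size. The count was 180 without ALX replicate 1, 248 without ALX replicate 2, 11 without Ac2-26 replicate 1 and 17 without Ac2-26 replicate 2.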

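CAMKK2, the calcium-dependent kinase kinase gene, had log2 changes against ALX cells of -0.83 (SE 0.51) with Ac2-26 and -0.65 (SE 0.51) with AnxA1, and CDC42SE2, a CDC42 effector gene, of -0.67 (SE 0.51) and -0.65 (SE 0.51). The histone methyltransferase gene KMT2A had changes of -0.68 (SE 0.64) and -0.75 (SE 0.64), the phosphatase gene MTMR1 of -0.60 and -0.73 (SE 0.50), and BRD10 of -0.62 and -0.69 (SE 0.33). All the probe sets past the 50% criterion with both agonists went the same way, 14 lower and 5 higher, and for limma's test of both agonists together the adjusted p was 1 for every probe set, with 471 at an unadjusted p under 0.05. In replicate 1 the changes of CAMKK2 were -1.49 and -1.30, and in replicate 2 they were -0.16 and -0.01. Those of CDC42SE2 were -1.37 and -1.23, then 0.03 and -0.06. A brighter probe set of the same gene had changes of 0.11 with Ac2-26 and 0.36 with AnxA1 for CAMKK2, 0.11 and 0.05 for CDC42SE2, -0.02 and -0.22 for KMT2A and 0.06 and 0.03 for MTMR1. The 3′ minus 5′ difference of the beta-actin control was 0.66 and 0.97 on the replicate 1 arrays of Ac2-26 and AnxA1 and 0.07 to 0.33 on the others. Of the 19 probe sets, 10 passed the criterion in replicate 1 of both agonists and in replicate 2 of neither, 3 in replicate 2 of both only, and 1, a MALAT1 probe set, in every pair. Simulated unchanged groups sharing the ALX arrays gave a mean overlap of 18 (10 to 30), and independent lists of these sizes would share 0.121 in the same direction. The overlap was 296 without ALX replicate 1, 474 without ALX replicate 2, 64 without Ac2-26 replicate 2 and 54 without AnxA1 replicate 2.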

Surprisingly, only 19 probes were differentially expressed between AnxA1- and Ac2-26-treated cells. Some of these genes include the Sp1 transcription factor, SGPP2, EVI5 gene, involved in cell cycle regulation, the transferrin receptor (TFRC) or C19ORF6, also called membralin, which has been associated with ovarian carcinoma (Figure 3).

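EVI5 had a mean log2 signal of 4.08 ± 0.30 (SD, n = 2) in ALX cells, 4.76 ± 0.58 with Ac2-26 and 4.68 ± 0.12 with AnxA1. Its log2 change was 0.68 (SE 0.27) with Ac2-26 and 0.60 (SE 0.27) with AnxA1, both with an adjusted p of 1 from limma, and it was higher in each same-numbered pair. A brighter EVI5 probe set, at 5.74 in ALX cells, had changes of 0.12 and 0.17. In ALX cells against CMV cells the listed EVI5 probe set had a change of -0.90 (SE 0.27, adjusted p = 0.41, blocked adjusted p = 0.042). TFRC, the transferrin receptor, had changes of -1.07 with Ac2-26 and -1.06 with AnxA1 (SE 1.09) for the probe set in both lists, and of -0.67 (SE 0.14) and -0.20 (SE 0.14) for the brightest, at 11.61 ± 0.17 (SD, n = 2) in ALX cells. Without AnxA1 replicate 1, the AnxA1 change of the TFRC probe set in both lists was 0.57. TFRC is 1 of 11 listed genes of iron uptake and storage, for which limma's camera gave an adjusted p of 0.39 with Ac2-26 and 1 with AnxA1. In this list HMOX1 had a change of -0.50 (SE 0.22) with Ac2-26 and SLC25A37 of 0.41 (SE 0.27) with AnxA1. With Ac2-26, 1 gene, TFRC, passed when adjusted over the list alone (2 genes with the block). C19ORF6, now TMEM259, had changes of -0.89 with Ac2-26 and -0.99 with AnxA1 (SE 0.61) for 1 of its listed probe sets, and -0.61 and -0.65 for the other. Those of the first were -1.76 and -1.97 in replicate 1 and -0.02 and -0.01 in replicate 2, and the brightest TMEM259 probe set on the array had 0.14 and 0.15. SP1 had changes of -0.85 with Ac2-26 and -0.60 with AnxA1 (SE 0.73). The values were -1.69 and -1.55 in replicate 1 and -0.01 and 0.35 in replicate 2, and without the agonist's replicate 1 array they were 0.03 and 0.39.

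**Figure D4:**
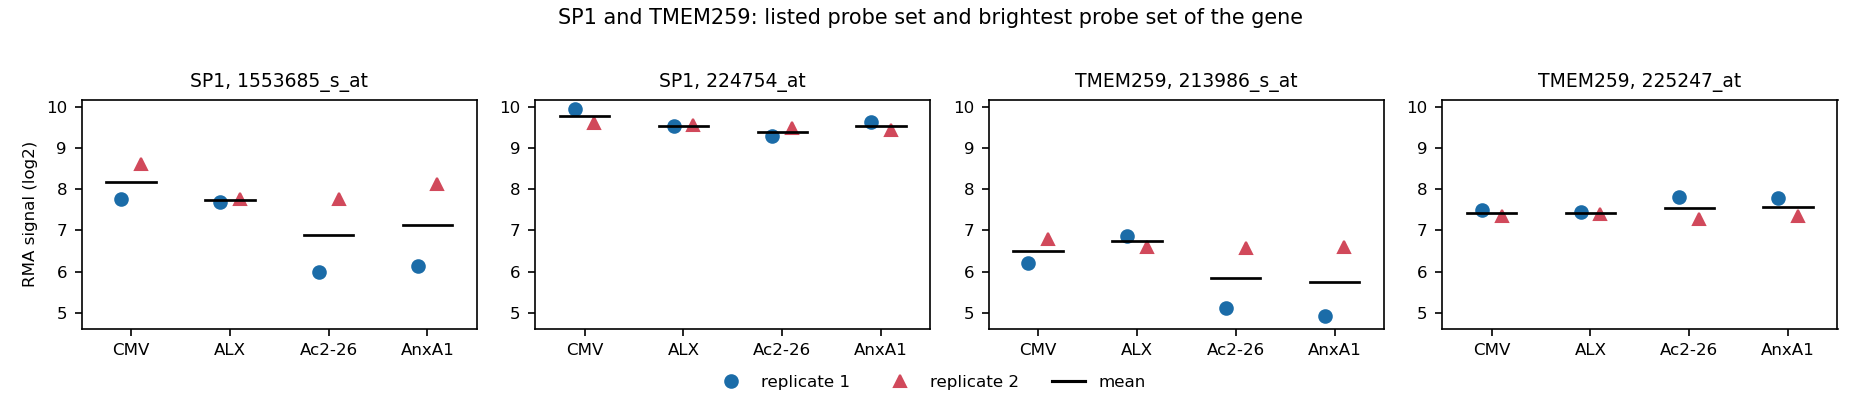
RMA signal (log2, vertical axis) of a listed and the brightest probe set of SP1 (left pair of panels) and TMEM259 (right pair) on each of the 8 arrays, by group. Circles are replicate 1, triangles replicate 2 and bars the mean of the 2 arrays; for the listed SP1 probe set the replicate 1 arrays lie at 6.00 with Ac2-26 and 6.14 with AnxA1, the lowest of the 8.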

**Figure 3:**
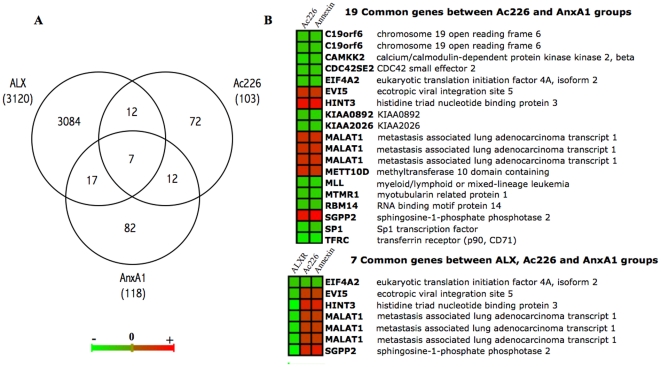
Common differentially expressed probes among ALX, AxnA1 and Ac2-26 groups. A) Venn diagram comparing the differentially expressed probes identified in each group (ALX, Ac226 and AnxA1). B) Expression of the 7 probes differentially expressed in all groups and the 19 probes differentially altered by the two peptides (Ac226 and AnxA1), obtained from the Venn diagram. Up-regulated probes are displayed in red and down-regulated in green.

### Functional analysis of ALX, AnxA1 and Ac2-26 differentially expressed genes

To further analyze the biological meaning of gene alteration detected in our experiments, we performed a functional study using Panther Classification System which classify genes according to biological process, molecular function and pathways. Figure 4 illustrates the most interesting categories involved in ALX transfected cells (left) and AnxA1 and Ac2-26 treated cells (right). Nucleic acid metabolism and protein metabolism and modification appear as the most affected processes in the ALX group. 

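Genes of nucleic acid metabolism were listed as 5 groups, of which 3 fell relative to other genes in ALX against CMV cells by limma's camera and 0 did with an estimated correlation (adjusted p = 0.19, 0.23 and 0.23 for these 3). The median log2 change of all genes was 0.083. Of 484 zinc finger genes, most of them DNA-binding repressors, 76 were lower by 50% and 6 higher. ZNF184 had a change of -1.14 (SE 0.17), ZNF292 of -1.07 (SE 0.17) and ZNF667 of -1.52 (SE 0.16), with blocked adjusted p-values of 0.02, 0.027 and 0.015 from limma. The zinc finger list had an adjusted p of 9.2e-05. Its median of -0.06 was 0.04 with arrays scaled to the spike controls, and 13 members passed adjusted over the list alone (75 with the block). Of 59 pre-mRNA splicing factors, 7 were lower by 50% and 0 higher, with a median of -0.12, which was -0.02 scaled to the spike controls (adjusted p = 0.00066). PRPF38B had a change of -0.97 (SE 0.16, blocked adjusted p = 0.02) and SRSF11 of -0.86 (SE 0.18, blocked adjusted p = 0.041). Without ALX replicate 2 the adjusted p of the list was 0.079. Of 20 RNA decay factors, 4 were lower by 50% and 0 higher, with a median of -0.28, which was -0.18 scaled to the spike controls (adjusted p = 0.00066). The decapping enzyme gene DCP2 had a change of -0.93 (SE 0.19, blocked adjusted p = 0.041) and UPF2 of -0.73 (SE 0.18, blocked adjusted p = 0.033). Of the nuclear long noncoding RNAs (7 genes, adjusted p = 0.09), MALAT1 had a change of -1.02 (SE 1.05), and of 42 replication-dependent histone genes (28 higher and 14 lower, adjusted p = 0.55), H2AC8 of 0.69 (SE 0.22). Of the splicing factors 1 passed when adjusted over the list alone (9 with the block), and of the RNA decay factors 2 (4 with the block). The zinc finger, splicing and decay lists lost their calls among genes with a mean log2 of 6 or more.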

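Genes of protein synthesis, folding and degradation were listed as 4 groups, of which 1, the heat shock proteins, was past the test. The 52 cytosolic ribosomal protein genes had a median log2 change of -0.03 in ALX cells against CMV cells, 0.08 with arrays scaled to the spike controls, and none was lower or higher by 50% (adjusted p = 0.13 from limma's camera). The largest change among them was that of RPS24, -0.21 (SE 0.13). Of 32 proteasome subunit genes, PSMD5 had a change of 1.46 (SE 0.39, blocked adjusted p = 0.04) and PSMC6 of -0.79 (SE 0.22, blocked adjusted p = 0.041). The proteasome list had a median of 0.02 and a mean of -0.06, and an adjusted p of 0.06 (0.021 with gene means). Of 15 heat shock protein genes, 10 were lower and 5 higher, with a median of -0.10 that was 0.01 with arrays scaled to the spike controls. DNAJB4, a co-chaperone gene, had a change of -0.73 (SE 0.13, blocked adjusted p = 0.036) and HSP90AA1 of -0.60 (SE 0.19, blocked adjusted p = 0.08). The heat shock list had an adjusted p of 0.031, of 0.064 with the replicate block and of 0.23 with an estimated correlation. Its call was also lost scaled to the spike controls (adjusted p = 0.14), among genes with a mean log2 of 6 or more (0.48), without CMV replicate 1 (0.12) and without ALX replicate 2 (0.15). Of 28 genes of the unfolded protein response, 3 were lower by 50% and 0 higher, with a median of 0.11 and a mean of -0.01 (adjusted p = 0.72). The chaperone gene DNAJB9 had a change of -0.82 (SE 0.21) and EDEM3 of -0.77 (SE 0.19). When adjusted over the list alone, 1 heat shock protein gene passed and 0 genes of the others, and with the block 4 heat shock, 4 proteasome, 3 unfolded protein response and 0 ribosomal protein genes.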

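Integrin signalling and cytoskeleton genes went both ways in ALX cells against CMV cells. The integrin gene ITGAV had a log2 change of -0.93 (SE 0.34), ITGB1 of -0.47 (SE 0.23) and the integrin-linked kinase gene ILK of 0.43 (SE 0.17). Of the 42 genes on this list, 2 were lower by 50% and 0 higher. Their median was 0.04 and their mean -0.02, and limma's camera gave an adjusted p of 0.69. Among 39 genes of Wnt signalling, APC had a change of -0.72 (SE 0.25), the co-receptor gene LRP6 of -0.67 (SE 0.18) and its paralog LRP5 of 0.54 (SE 0.17). The Wnt list had a median of 0.02, a mean of -0.04 and an adjusted p of 0.35. Among 22 genes of the NF-kappaB pathway, REL had a change of -0.87 (SE 0.28) and RELA of 0.46 (SE 0.23), with a median of 0.12, a mean of -0.01 and an adjusted p of 0.88. Larger in size than that of RELA were the changes of BIRC2 (-0.60), TAB2 (-0.55), CHUK (-0.51) and MAP3K7 (-0.50). Of these 22 genes, 8 were lower and 14 higher. No gene of these lists passed limma's test over all probe sets with or without the replicate block. Adjusted over the list alone, 0 passed without the block, and with it 0 integrin, 4 Wnt and 3 NF-kappaB genes. Of the 32 junctional and adhesion molecules, NECTIN3 had a change of -1.05 (SE 0.21, adjusted p = 0.31, blocked adjusted p = 0.035). That list had a median of 0.10 (adjusted p = 0.76).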

Other interesting categories include cell structure and motility, transcription factors as well as pathways related to immunity such as inflammation mediated by chemokine and cytokine and integrin signaling pathways (Figure 4).

**Figure 4:**
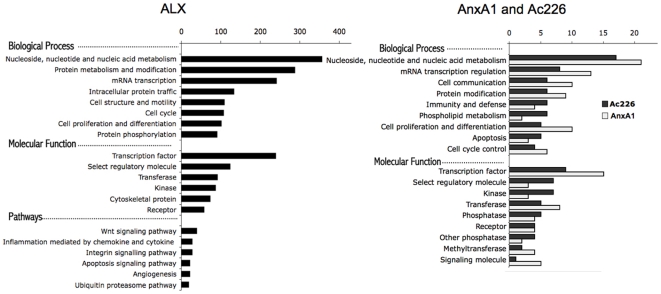
Functional analysis of differentially expressed genes. Representative categories of biological process, molecular functions and pathways are shown. Functional analysis of the 3120 differentially expressed probes in ALX group (*left*) and analysis of the 103 and 118 altered probes in Ac226 and AnxA1 groups, respectively (*right*). Panther Classification System was used for this analysis.

As expected, ALX receptor (or FPR2) was up-regulated, showing a fold change of 1.55. 

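The FPR2 probe set that stands for the ALX receptor had a mean log2 signal of 6.29 ± 1.29 (SD, n = 2) in ALX cells and 4.74 ± 0.27 (SD, n = 2) in CMV cells. This is a log2 change of 1.55 (SE 0.76), or 2.93-fold, with an adjusted p of 0.58 from limma and of 0.10 with the replicate block. The change was 2.65 in replicate 1 and 0.45 in replicate 2. With the agonists the signal was 6.63 ± 1.27 (Ac2-26) and 6.70 ± 0.92 (AnxA1), so it was above both CMV arrays on each of the 6 arrays of receptor-carrying cells. A second FPR2 probe set was between 3.00 and 3.46 on all arrays, with a change of 0.12 (SE 0.19). FPR1 had signals of 3.26 to 3.48 with 1 probe set and of 5.09 to 5.60 with another, with changes of 0.11 (SE 0.12) and 0.26 (SE 0.19). FPR3 had changes of 0.48 (SE 0.15) from 3.39 in CMV cells and 0.10 (SE 0.19) from 4.02. ANXA1, the gene of the endogenous agonist, had a change of -1.19 (SE 0.62, adjusted p = 0.60, blocked adjusted p = 0.042), from 5.90 ± 1.26 to 4.71 ± 0.75 (SD, n = 2). Its signals in replicates 1 and 2 were 5.00 and 6.79 in CMV cells and 4.18 and 5.24 in ALX cells, so the groups overlapped. These genes belong to a list of 10 genes of the formyl peptide receptors and the making of their ligands, for which limma's camera gave an adjusted p of 0.26. Of the 10, 0 passed adjusted over the list alone (2 with the block).

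**Figure D5:**
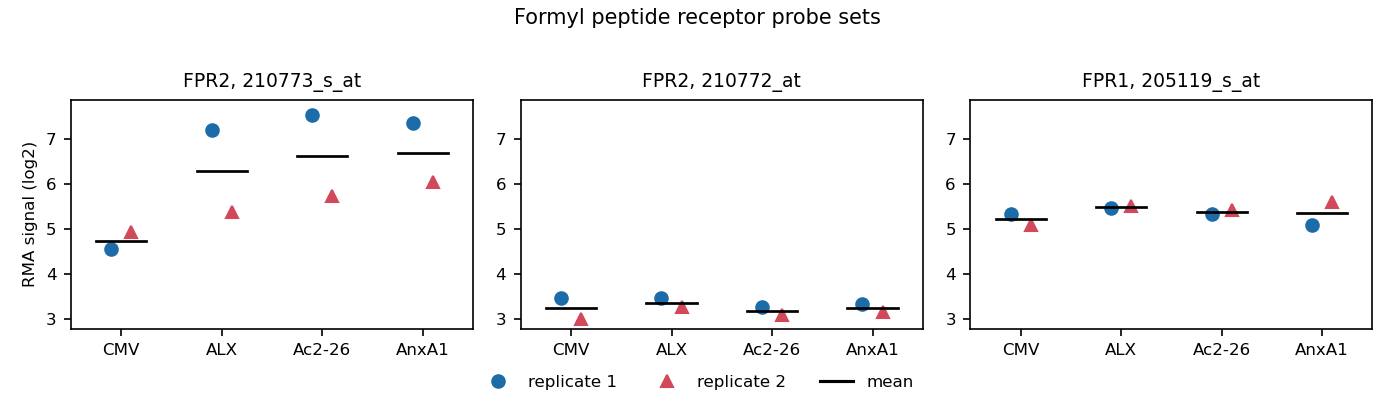
RMA signal (log2, vertical axis) of both FPR2 probe sets and of the brighter FPR1 probe set on each of the 8 arrays, by group. Circles are replicate 1, triangles replicate 2 and bars the mean of the 2 arrays; in the left panel FPR2 lies at 4.55 and 4.93 in CMV cells and at 7.20 and 5.37 in ALX cells.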

Among genes related to immunity, we detected a significant down-regulation in IFNGR1 (interferon gamma receptor), IL6ST (interleukin 6 signal transducer) and several suppressors of cytokine signalling molecules (SOCS2, SOCS4, SOCS5 and SOCS6). In addition, several surface molecules, including CD109, CD164 and CD24, were down-regulated as well as chemokine (CXC motif) receptor 4, a chemotactic receptor with a critical role in tumor progression, and TIA1 (TIA cytotoxic granule-associated RNA binding protein), a protein with nucleolytic activity against cytotoxic lymphocyte target cells.

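IFNGR1 had a mean log2 signal of 8.02 ± 0.14 (SD, n = 2) in ALX cells and 8.77 ± 0.22 (SD, n = 2) in CMV cells, a log2 change of -0.75 (SE 0.19). A second IFNGR1 probe set, at 7.72 in CMV cells, had a change of -0.59 (SE 0.35). IL6ST, the signalling subunit shared by the IL-6 family of receptors, had changes of -0.69 (SE 0.42) from 9.20 in CMV cells and -0.72 (SE 0.28) from 5.36 in another probe set. Among the suppressors of cytokine signalling, SOCS4 had a change of -1.15 (SE 0.22), SOCS6 of -1.02 (SE 0.23), SOCS5 of -0.84 (SE 0.22) and SOCS2 of -0.75 (SE 0.35). All of these probe sets were lower in both same-numbered pairs. Without the replicate block none passed limma's test, with adjusted p-values of 0.30 for SOCS4 to 0.65 for IL6ST. With the block, IFNGR1 (adjusted p = 0.039), SOCS4 (0.034), SOCS5 (0.041) and SOCS6 (0.032) passed, and SOCS2 (0.20) and both IL6ST probe sets (0.15 and 0.11) did not. Of 36 genes of cytokine receptors, JAK-STAT signalling and SOCS proteins, 18 were lower and 18 higher, 8 were lower by 50% and 0 higher. The receptor gene LIFR, which signals through IL6ST, had a change of -0.84 (SE 0.21, adjusted p = 0.36, blocked adjusted p = 0.036). The list had a median of 0.00 and a mean of -0.13, and limma's camera gave an adjusted p of 0.17. Adjusted over the list alone, 7 genes passed, 10 with the block; the study drew several of them from these arrays, so this count is not independent evidence of their direction.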

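TIA1, an RNA-binding protein, was lower in ALX cells than in CMV cells by several probe sets, with log2 changes of -1.20 (SE 0.23), -0.91 (SE 0.21), -0.76 (SE 0.33), -0.70 (SE 0.22) and -0.67 (SE 0.22). CD164, a sialomucin, was at 9.71 ± 0.15 (SD, n = 2) in ALX cells and 10.56 ± 0.19 (SD, n = 2) in CMV cells, a change of -0.85 (SE 0.28), and CD109 had a change of -0.63 (SE 0.17). The chemokine receptor CXCR4 had changes of -1.31 (SE 0.53), -0.77 (SE 0.29) and -0.63 (SE 0.24) with its 3 probe sets. CD24 was at 5.09 ± 0.29 (SD, n = 2) in ALX cells and 6.33 ± 1.95 in CMV cells, a change of -1.24 (SE 0.74). Its CMV signals were 4.96 and 7.71, and without CMV replicate 2 the change was 0.14. limma's adjusted p without the block was 0.31 and 0.35 for the first 2 TIA1 probe sets and 0.43 for CD164, and with the block it was 0.036, 0.041 and 0.046. CD109 (0.076), CXCR4 (0.12 at the lowest) and CD24 (0.29) did not pass with the block either. Taken as a list, the surface molecules CD109, CD164, CD24 and CXCR4 had a median of -1.04 (adjusted p = 0.00066 from limma's camera, and 0.19 with an estimated correlation). Adjusted over the list alone, 2 of the 4 passed (3 with the block). The study chose them on these arrays, so the list is not independent evidence of their direction.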

Regarding the treatment with AnxA1 or Ac2-26, they seem to affect predominantly the same functions, although some differences could also be observed. For example, AnxA1 altered a higher number of genes related to cell proliferation and differentiation, transcription factors and transferases, while peptide Ac2-26 affected more genes involved in immunity and defense, phospholipid metabolism and kinases, to name just a few. 

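AnxA1 and Ac2-26 were also compared with each other, at their different doses. Higher with AnxA1 were ATP6V0E1, a subunit of the vacuolar proton pump, by a log2 change of 0.94 (SE 0.28), RAB6B by 0.83 (SE 0.26), TFG by 0.82 (SE 0.23), the receptor tyrosine kinase gene ERBB3 by 0.72 (SE 0.23) and the copper transporter gene SLC31A2 by 0.67 (SE 0.15). Lower with AnxA1 were BMS1P1, with a change of -0.73 (SE 0.21), the signal regulatory protein gene SIRPG with -0.72 (SE 0.30), and the peptidoglycan recognition protein gene PGLYRP2 with -0.69 (SE 0.15), whose signal was 4.32 ± 0.21 (SD, n = 2) with Ac2-26 and 3.63 ± 0.10 (SD, n = 2) with AnxA1. By the 50% criterion, 78 probe sets were higher with AnxA1 and 31 lower, against a mean of 102 in simulated unchanged groups (79 to 130). limma called 0, with and without the block, at a smallest adjusted p of 1, and 628 probe sets had an unadjusted p under 0.05. Genes that respond early to ERK signalling rose as a list in AnxA1 against Ac2-26 cells, with 35 of 44 higher and a median of 0.15 (adjusted p = 0.0095 from limma's camera, 9e-04 with the block and 0.95 with an estimated correlation). Among them, ETV5 had a change of 0.64 (SE 0.35), the growth factor gene HBEGF of 0.52 (SE 0.21), LIF of 0.41 (SE 0.24) and SPRY1, an inhibitor of this pathway, of 0.39 (SE 0.25), and 0 passed adjusted over the list alone. The list's call was lost with the mean of each gene's probe sets (adjusted p = 0.069), without Ac2-26 replicate 2 (0.97) and without AnxA1 replicate 1 (0.83). Against ALX cells the same list had an adjusted p of 0.50 with AnxA1 and 0.69 with Ac2-26. Of 31 apoptosis regulators, 21 were higher with AnxA1 than with Ac2-26 and 10 lower (adjusted p = 0.093, 0 adjusted over the list alone).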

The most interesting genes emerged in our study are those related to immune defense. Some of the genes in this category include SP1, a transcription factor involved in the immune response, which is down-regulated by both peptides.

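The more brightly detected SP1 probe sets stayed close to their level in ALX cells. The brightest was at 9.54 ± 0.02 (SD, n = 2) in ALX cells, 9.39 ± 0.15 with Ac2-26 and 9.54 ± 0.15 with AnxA1, and the next at 9.01 ± 0.24, 8.88 ± 0.15 and 8.88 ± 0.07. A dimmer SP1 probe set, at 5.36 in ALX cells, had a log2 change of -0.35 (SE 0.45) with AnxA1. Among listed genes of immune function, the 22 genes of the NF-kappaB pathway had an adjusted p from limma's camera of 0.94 with Ac2-26 and 1 with AnxA1, with 12 lower and 10 higher and with 9 lower and 13 higher. The 36 genes of cytokine receptors, JAK-STAT signalling and SOCS proteins had 0.98 and 1, with medians of 0.02 and 0.02. Of the 22 leukocyte markers, 11 were lower and 11 higher with Ac2-26 (adjusted p = 0.73), and 13 lower and 9 higher with AnxA1 (adjusted p = 1). With either agonist, 0 genes of these lists passed adjusted over the list alone.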

Another striking finding was the up-regulation of JAG1 consequent to AnxA1. 

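JAG1 was measured by 6 probe sets. With AnxA1, the listed probe set had a mean log2 signal of 5.21 ± 1.23 (SD, n = 2) against 4.61 ± 0.48 (SD, n = 2) in ALX cells, a log2 change of 0.59 (SE 0.60, adjusted p = 1 from limma). In replicate 1 the JAG1 change was 1.13 and in replicate 2 it was 0.06. Without AnxA1 replicate 1 it was -0.28, with replicate 2 of AnxA1 set against both ALX arrays. The brightest JAG1 probe sets, at 8.98 ± 0.02 and 8.94 ± 0.07 in ALX cells, had changes of 0.18 and 0.09, and the others, at 6.39, 4.63 and 4.46, of -0.17, -0.18 and 0.06. The receptor gene NOTCH1 had changes of 0.05 and -0.10 with AnxA1 in its 2 probe sets. Of 39 genes of the Notch pathway, 21 were lower and 18 higher with AnxA1, with a median of 0.00 (adjusted p = 1 from limma's camera). DTX2, a ubiquitin ligase gene, had a change of 0.35 (SE 0.16), the coactivator gene MAML3 of -0.32 (SE 0.17) and the Notch ligand gene DLL4 of -0.26 (SE 0.17). With Ac2-26, HES7, a transcriptional target of Notch, had a change of 0.41 (SE 0.18), and the list's adjusted p was 0.73. Adjusted over the list alone, 0 genes passed with either agonist. In ALX against CMV cells the list had a median of 0.06 (adjusted p = 0.76), and the Notch effector gene RBPJ a change of -0.65 (SE 0.25).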

Microarray data were confirmed by real time PCR (Figure 5A). The protein encoded by this gene is the ligand for the receptor Notch 1, which plays an important role during T-cell development. This is in line with recent observations of our group [27] where AnxA1 modulates not only the innate system, but also T-cell functions. Furthermore, it has been reported that administration of anti-JAG1 antibody exacerbates experimental autoimmune encephalomyelitis [28], suggesting a potential role of this gene as a therapeutic target for inflammatory conditions. We believe these novel findings will feed into future studies aiming at clarify the complex and positive actions of AnxA1 on T cells and other immune responses [13], [29].

**Figure 5:**
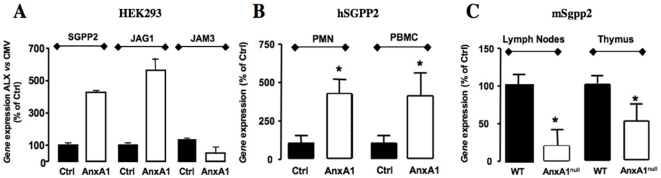
Real time-PCR validation. A) Gene expression of SGPP2, JAG1 and JAM3 in ALX-HEK293 transfected cells compared to empty vector-transfected cells (CMV group). B) Gene expression of SGPP2 in human peripheral mononuclear cells (PBMC) and polymorphonuclear cells (PMN), under control conditions (Ctrl) or after 4 h incubation with 0.5 µM AnxA1 (AnxA1). C) mSGPP2 gene expression in lymph nodes and thymuses of wild type (WT) and AnxA1^null^ mice. (*p<0.05, t-Test compared to controls (A,B) or wild type (C)).

### Real Time-PCR validation of selected genes

In order to confirm the gene expression changes obtained in the microarray experiment, we performed real time-PCRs using SYBR Green I Dye chemistry. We focused here on three genes: SGPP2, as it controls the trafficking of lymphocytes in the thymus and lymphoid organs [19], JAG1, which is related to T cell function and could be related to the role of AnxA1 in the adaptive immune system [13], [29], and JAM3, as previously mentioned. Quantitative PCR experiments confirmed that the altered gene expression of these genes by AnxA1 was genuine (Figure 5A). Although HEK293 cells lack receptors for AnxA1, these experiments were carried out using empty vector-transfected cells (CMV) treated with AnxA1 as controls, showing therefore that the effect of the protein is genuinely due to interaction with ALX, and not the result of non-specific interaction with other receptors present on the plasma membrane of HEK293 cells.

Next, we focused on SGPP2 gene to perform further analyses. Thus we could confirm its over-expression in PBMCs and PMNs isolated from healthy human donors after incubation with 0.5 µM AnxA1 for 4 hours. Figure 5B shows a significant (*p*<0.01, n = 6) increase in SGPP2 expression in both type of cells, suggesting that AnxA1 can up-regulate SGPP2 expression not only in an artificial system (e.g. transfected HEK293 cells which over-express ALX), but also in primary human leukocytes that naturally express the receptor.

### SGPP2 expression in AnxA1^null^ mice

Although the function of AnxA1 has been mainly described in terms of the innate immune system, recent data suggest a role for AnxA1 in the adaptive immune system and the determination of Th1/Th2 phenotypes of T cells [13], [27]. According to this recent line of research, and supported by our novel finding of the up-regulation of SGPP2 enzyme by AnxA1, we decided to investigate the relationship between AnxA1, T cells and SGPP2. Thus, we compared the expression levels of SGPP2 in peripheral lymph node and thymus tissues from AnxA1^null^ and wild type (WT) animals by real time-PCR.

Figure 5C shows a significant decrease in SGPP2 expression in both tissues, when they were harvested from AnxA1^null^ mice, strongly suggesting a key regulatory function for AnxA1 on constitutive SGPP2 gene expression. There is positive regulation upon AnxA1 (or peptide Ac2-26) addition, conveyed by ALX activation, and there is also negative regulation in tonic absence of this protein, as observed in AnxA1^null^ mice.

### Relationship of AnxA1 and Ac2-26 to other compounds using a gene-expression based screening approach

The Connectivity Map is a repository of the gene expression profiles of cultured human cells exposed to small bioactive molecules. It contains more than 7000 gene expression signatures representing 1309 different compounds. This map represents a tool for the large-scale discovery of connections among small molecules, genes and diseases [30], [31]. This tool was used to reveal potential expected, and unexpected, connections between AnxA1 and Ac2-26 peptides and other chemical compounds, which could provide new information about their mechanism(s) of action. This approach has been recently applied with success to reveal the HSP90 inhibitory activities shared by a natural antioxidant molecule celastrol and the antimalarial agent gedunin [32]. Furthermore, Wei *et al* used the Connectivity Map to demonstrate that rapamycin modulates glucocorticoid resistance [33]. Therefore, we queried the Connectivity Map using the AnxA1 and Ac2-26 expression signatures obtained in our microarray analysis. 

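Genes known to be induced by glucocorticoids were tested as a list of 27 against all genes on the arrays, not within the signatures. With either agonist, 0 of the 27 tested probe sets passed the 50% criterion that defines the signatures. With Ac2-26 the metallothionein genes MT1X and MT2A had log2 changes from ALX cells of 0.50 (SE 0.23) and 0.42 (SE 0.18), and the kinase gene SGK1 of 0.45 (SE 0.18). With AnxA1, SGK1 had a change of 0.31 (SE 0.18), TSC22D3, which encodes the glucocorticoid-induced leucine zipper, of 0.32 (SE 0.59) and MT1X of 0.21 (SE 0.23). Of the 27 genes, 14 were higher and 13 lower with Ac2-26 (adjusted p = 0.73 from limma's camera), and 18 higher and 9 lower with AnxA1 (adjusted p = 1). Of 27 genes induced by histone deacetylase inhibitors, 15 were higher and 12 lower with each agonist (adjusted p = 0.73 and 1). DHRS2 had a change of 0.32 (SE 0.25) with Ac2-26 and 0.42 (SE 0.25) with AnxA1, and KRT7 of -0.25 (SE 0.15) with AnxA1. MT1X and MT2A stand on both lists. The 18 histone deacetylase genes themselves had medians of -0.05 and 0.01 (adjusted p = 0.73 and 1). Adjusted over the list alone, 0 genes of these lists passed with either agonist. The signatures hold 87 probe sets of a single gene with Ac2-26 and 93 with AnxA1.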

The result is a ranking of all compounds included in the map, ordered by their similarity with our data: molecules with an expression profile similar to the expression profile of interest (e.g. AnxA1) will be found at the top of the ranking (positive score), while drugs displaying an opposite expression profile (negative score) will be located at the bottom of the list.

Figure 6 summarises our analyses for AnxA1 and peptide Ac2-26. It was re-assuring that the Connectivity Map found several connections between our peptides and known anti-inflammatory drugs. For example, peptide Ac2-26 displayed similarities in gene expression patterns with glucocorticoids such as budesonide (score of 1) and fluocinonide (score of 0.75), as well as with several NSAIDs including diflunisal, ketorolac and zomepirac (scores of 0.95, 0.87 and 0.82, respectively). In a similar fashion, several anti-inflammatory drugs showed positive connectivity score with AnxA1 (see Figure 6). With respect to novel *connections*, it was interesting to note a high positive score for peptide Ac2-26 and antibacterial drugs as well as, perhaps more importantly for AnxA1, with histone deacetylase inhibitors (HDACIs).

**Figure 6:**
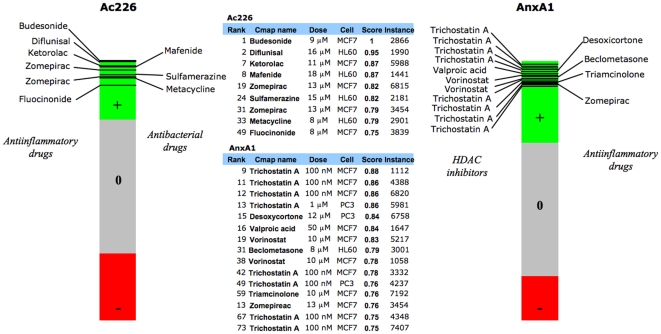
Connectivity Map results. Connectivity Map analysis of differentially expressed genes by 10 uM Ac2-26 peptide (103 genes) -*left*- and 0.5 uM AnxA1 (118 genes) -*right*-, in HEK293 cells transfected with the receptor ALX. Bar-views are constructed from more than 7,000 horizontal lines, each representing an individual treatment instance, ordered by their corresponding connectivity scores (+1, top; -1, bottom). Drugs with positive score are represented in green, while those with negative connectivity score are displayed in red. Only compounds with a positive score ≥0.75 are reported. A selection of these compounds is summarized in the table (middle).

In the first case, one hypothesis that can be formulated from this relation refers to the potential role of peptide Ac2-26 as anti-bacterial, as occurs with many other peptides, including melanocortin peptides [34], [35]. In order to test this hypothesis, we performed a minimum inhibitory concentration assay using several microorganisms (*E. coli, P. aeruginosa* and MRSA), following incubation with a concentration-range of peptide Ac2-26, but no significant effect was observed (data not shown). However, a different hypothesis might also emerge, inasmuch as antibacterial compounds might produce anti-inflammatory effects similar to those of peptide Ac2-26. Further studies will test this hypothesis, though it is worth noting that in the case of some antibiotics, such anti-inflammatory properties have already been shown (e.g. for tetracyclines see [36]). We identified metacycline connected to peptide Ac2-26 (score of 0.79; Figure 6). Furthermore, sulfasalazine is a sulfonamide that, in addition to its use as an antibiotic, is commonly used for the treatment of rheumatoid arthritis and inflammatory bowel disease patients. Our analysis highlighted two sulfonamides, sulfamerazine (score of 0.82) and mafenide (score of 0.87), suggesting that it could be worthwhile pursuing this type of compound as potential anti-inflammatory drugs.

The results obtained from AnxA1 were also very striking. We observed a strong, and unexpected, connection between AnxA1 and HDACIs, with several hits for Trichostatin A (scores ranging from 0.88 to 0.75). These compounds have already been successfully used as anti-inflammatory drugs in several experimental models, including rheumatoid arthritis [37], colitis [38] and traumatic brain injury [39].

HDACIs have been extensively studied as anticancer drugs due to their ability to induce apoptosis but the mechanism of action is not completely clear. Two recent reports suggest that the mechanism of action of HDACI-induced apoptosis might be linked to up-regulation of the pro-apoptotic protein AnxA1 [40]. On the other hand, AnxA1 augments leukocyte apoptosis and favours the removal of apoptotic cells by phagocytes (efferocytosis) [41], [42]. According to this and the novel connection between AnxA1 and HDACIs found in our results, we can hypothesise that - in line with anti-cancer activities [43] - the anti-inflammatory mechanism of action of HDACIs (still a matter of debate) could entail up-regulation of one of the effectors of endogenous anti-inflammatory processes, the protein AnxA1.

The Connectivity Map analysis also demonstrated similar profiles of gene expression for AnxA1 and two widely used glucocorticoids, beclomethasone and triamcinolone. Therefore, our genomic analysis validated long-dated experiments that have demonstrated the intermediate role for AnxA1 in specific anti-inflammatory activities of glucocorticoids (summarised in [44]).

In conclusion, this study reports the novel observation that AnxA1 is a regulator of SGPP2 in an ALX-dependent fashion. This gene was not only up-regulated by ALX-HEK293 cells but also in primary cells, i.e. human PMN and PBMCs. Conversely, lower SGPP2 expression levels were measured in tissues taken from AnxA1^null^ mice. Altogether, these data indicated potentially strong and novel links between the AnxA1 pathway and S1P biology, paving the way for further functional investigations.

Another up-regulated gene, validated by real time PCR, was JAG1, pointing to a regulatory role of AnxA1 on T cells by means of sustained alteration of genes central to their development and differentiation. The down-regulation of JAM3 is also interesting as it is involved in leukocyte migration [23], a process in which AnxA1 have already been implicated. For instance, AnxA1^null^ mice display a higher degree of leukocyte trans-migration across post-capillary venules in response to a variety of stimuli [45], which could be consequent to higher JAM3 expression hence function to sustain cell migration. Future studies will challenge this hypothesis.

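PPP3R1 had a log2 change of -0.64 (SE 0.17) in the mean of both agonists against ALX cells, SPTBN1, which encodes a spectrin, of -0.62 (SE 0.20) for 1 probe set, RNF141 of 0.66 (SE 0.24) and PRUNE1 of -0.59 (SE 0.29). limma's adjusted p was 1 for each. With AnxA1 another SPTBN1 probe set had a change of 0.82 (SE 0.70) and the brightest of -0.12. TFRC had a change of 0.46 (SE 0.14) between AnxA1 and Ac2-26 for its brightest probe set and of 0.47 (SE 0.17) for the next, both with an adjusted p of 1. Across all probe sets, which are not independent replicates, the log2 changes with AnxA1 and Ac2-26 had a Pearson correlation of 0.454. The shared ALX arrays alone give 0.50 (0.492 to 0.509) in simulated unchanged groups. In thousandths, the covariance was 11.08 against 13.0 (12.6 to 13.3) in the simulation. With ALX replicate 1 as the control of Ac2-26 and ALX replicate 2 as that of AnxA1 the correlation was -0.043, and -0.118 with the controls exchanged. Within same-numbered pairs, where both agonists share 1 ALX array, it was 0.579 in replicate 1 and 0.324 in replicate 2. Each of these rests on 1 array per group. Apart from the 19 probe sets in both lists, 84 of the Ac2-26 list and 99 of the AnxA1 list were past the 50% criterion with 1 agonist. The direct comparison of the agonists, with 0 calls, is the test of that difference.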

An interesting observation was the partial overlap between the AnxA1 and peptide Ac2-26 signature. Peptide Ac2-26 can mimic many of the anti-inflammatory properties of the parent protein, but it is clear that there may be downstream events which are specific for AnxA1. On the other, we have previously reported a distinct functional behavour of peptide Ac2-26 compared to AnxA1 in human neutrophils [16]; this was explained with the ability of this peptide to bind many receptors of the FPR family [14]. However, more relevant here since the HEK cells were negative for FPR1, is the possibility that a part, possibly small, of the effects of peptide Ac2-26 might be due to actions independent from activation of any member of the FPR family [10].

Important from a pharmacological (and drug development) perspective, we have shown here that microarray studies can be used for more than merely identifying specific genes which are altered Gene expression signature-based approaches can be very instrumental for formulating hypotheses about novel mechanisms of actions or new potential activities of known drugs. We report a similar signature, partly expected, between AnxA1 and glucocorticoids and the novel association between AnxA1 and HDACIs; the latter, again, could act as a springboard for a comprehensive assessment of the novel biological properties of all these compounds

## Supporting Information

Table S1 Ac2-26 affected genes. 

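The 103 values of this table, as the paper gives them, differed by at most 0.005 from the log2 differences computed here, within the rounding of 2 decimals, and the 103 probe sets are those past the 50% criterion with Ac2-26. They carry 81 gene symbols. Other genes of the table include HSPD1, a mitochondrial chaperonin gene, with a log2 change of 0.69 (SE 0.27), PRTFDC1 with 0.61 (SE 0.20), SNED1 with -0.63 (SE 0.16), ZNF496 with -0.62 (SE 0.14) and DOCK5 with -0.59 (SE 0.17). This HSPD1 probe set had changes of 1.19 in replicate 1 and 0.20 in replicate 2, and the brightest HSPD1 probe set had a change of 0.11 (SE 0.22). The table's values are log2 differences of group means with no test, so that of IDUA, 0.59, is a 1.5-fold change. The methods and the sample labels give 10 µM for Ac2-26, and the heading of the table gives 0.5 µM.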

Differentially expressed genes (FC greater than or equal to 50%) in HEK293 cells transfected with ALX receptor and treated with 0.5 uM Ac2-26 peptide during 4 hours.
(0.04 MB PDF) Click here for additional data file.

Table S2 AnxA1 affected genes. 

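The 118 values of this table, as the paper gives them, differed by at most 0.0049 from the log2 differences computed here, and the 118 probe sets are those past the 50% criterion with AnxA1. They carry 85 gene symbols. Other genes of the table include an EGFR probe set, with a log2 change of 0.67 (SE 0.20), TMEM54 with 0.67 (SE 0.26), the centrosomal protein gene CEP72 with 0.63 (SE 0.22), RIF1, a regulator of DNA replication timing, with -0.67 (SE 0.21) and the transcription factor gene KLF14 with -0.59 (SE 0.20). The EGFR probe set was at 4.02 ± 0.44 (SD, n = 2) in ALX cells and 4.69 ± 0.03 (SD, n = 2) with AnxA1, with changes of 0.96 in replicate 1 and 0.37 in replicate 2. The brightest EGFR probe set, at 7.16 in ALX cells, had a change of -0.07, and the remaining ones had changes of -0.15 to 0.09. The methods and the sample labels give 0.5 µM for AnxA1, and the heading of the table gives 10 µM.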

Differentially expressed genes (FC greater than or equal to 50%) in HEK293 cells transfected with ALX receptor and treated with 10 uM AnxA1 peptide during 4 hours.
(0.04 MB PDF) Click here for additional data file.

# Supplementary material for: Downstream Gene Activation of the Receptor ALX by the Agonist Annexin A1
**Source:** PLoS One. 2010 Sep 17;5(9):e12771. doi: 10.1371/journal.pone.0012771
**Supplement:** Table S1 — Ac2-26 affected genes. Differentially expressed genes (FC greater than or equal to 50%) in HEK293 cells transfected with ALX receptor and treated with 0.5 uM Ac2-26 peptide during 4 hours. (0.04 MB PDF)

**Supplementary Table S1: 103 Differentially expressed genes in Ac226 group**

| Probe Set ID | FC    | Symbol          | Gene Title                                                                  | Representative Public ID | Chromosomal Location |
|--------------|-------|-----------------|-----------------------------------------------------------------------------|--------------------------|----------------------|
| 224568_x_at  | -1.25 | <b>MALAT1</b>   | metastasis associated lung adenocarcinoma transcript 1 (non-protein coding) | AW005982                 | chr11q13.1           |
| 237215_s_at  | -1.07 | <b>TFRC</b>     | transferrin receptor (p90, CD71)                                            | N76327                   | chr3q29              |
| 1553749_at   | -0.94 | <b>FAM76B</b>   | family with sequence similarity 76, member B                                | NM_144664                | chr11q21             |
| 213986_s_at  | -0.89 | <b>C19orf6</b>  | chromosome 19 open reading frame 6                                          | AI805266                 | chr19p13.3           |
| 228742_at    | -0.87 | ---             | ---                                                                         | AA745978                 | ---                  |
| 1553685_s_at | -0.85 | <b>SP1</b>      | Sp1 transcription factor                                                    | NM_138473                | chr12q13.1           |
| 210787_s_at  | -0.83 | <b>CAMKK2</b>   | calcium/calmodulin-dependent protein kinase kinase 2, beta                  | AF140507                 | chr12q24.2           |
| 211027_s_at  | -0.80 | <b>IKBKB</b>    | inhibitor of kappa light polypeptide gene enhancer in B-cells, kinase beta  | BC006231                 | chr8p11.2            |
| 1553321_a_at | -0.79 | <b>SULT1C4</b>  | sulfotransferase family, cytosolic, 1C, member 4                            | NM_006588                | chr2q11.1-q11.2      |
| 215357_s_at  | -0.79 | <b>POLDIP3</b>  | polymerase (DNA-directed), delta interacting protein 3                      | Z93241                   | chr22q13.2           |
| 1560689_s_at | -0.78 | <b>AKT2</b>     | V-akt murine thymoma viral oncogene homolog 2                               | AK098099                 | chr19q13.1-q13.2     |
| 224534_at    | -0.75 | <b>KREMEN1</b>  | kringle containing transmembrane protein 1                                  | AB059618                 | chr22q12.1           |
| 205439_at    | -0.73 | <b>GSTT2</b>    | glutathione S-transferase theta 2                                           | NM_000854                | chr22q11.2 22q11.23  |
| 209198_s_at  | -0.72 | <b>SYT11</b>    | synaptotagmin XI                                                            | BC004291                 | chr1q21.2            |
| 217310_s_at  | -0.71 | <b>FOXJ3</b>    | forkhead box J3                                                             | AK027075                 | chr1pter-q31.3       |
| 211205_x_at  | -0.71 | <b>PIP5K1A</b>  | phosphatidylinositol-4-phosphate 5-kinase, type I, alpha                    | U78577                   | chr1q22-q24          |
| 223578_x_at  | -0.69 | <b>MALAT1</b>   | metastasis associated lung adenocarcinoma transcript 1 (non-protein coding) | AF113016                 | chr11q13.1           |
| 217924_at    | -0.69 | <b>C6orf106</b> | chromosome 6 open reading frame 106                                         | AL523965                 | chr6p21.31           |
| 216205_s_at  | -0.69 | <b>MFN2</b>     | mitofusin 2                                                                 | AK021947                 | chr1p36.22           |
| 214336_s_at  | -0.69 | <b>COPA</b>     | coatamer protein complex, subunit alpha                                     | AI621079                 | chr1q23-q25          |
| 216624_s_at  | -0.68 | <b>MLL</b>      | myeloid/lymphoid or mixed-lineage leukemia (trithorax homolog, Drosophila)  | Z69744                   | chr11q23             |
| 209401_s_at  | -0.68 | <b>SLC12A4</b>  | solute carrier family 12 (potassium/chloride transporters), member 4        | AI817690                 | chr16q22.1           |
| 211507_s_at  | -0.68 | <b>MTMR3</b>    | myotubularin related protein 3                                              | AF233437                 | chr22q12.2           |
| 213482_at    | -0.68 | <b>DOCK3</b>    | dedicator of cytokinesis 3                                                  | BF593175                 | chr3p21.31           |
| 215581_s_at  | -0.67 | <b>MCM3AP</b>   | minichromosome maintenance complex component 3 associated protein           | AK022303                 | chr21q22.3           |
| 1558445_at   | -0.67 | ---             | ---                                                                         | AW827204                 | ---                  |
| 203953_s_at  | -0.67 | <b>CLDN3</b>    | claudin 3                                                                   | BE791251                 | chr7q11.23           |
| 1552612_at   | -0.67 | <b>CDC42SE2</b> | CDC42 small effector 2                                                      | NM_020240                | chr5q31.1            |
| 207332_s_at  | -0.67 | <b>TFRC</b>     | transferrin receptor (p90, CD71)                                            | NM_003234                | chr3q29              |
| 1558214_s_at | -0.66 | <b>CTNNA1</b>   | catenin (cadherin-associated protein), alpha 1, 102kDa                      | BG330076                 | chr5q31              |
| 223789_s_at  | -0.66 | <b>GTPBP2</b>   | GTP binding protein 2                                                       | AF116627                 | chr6p21-p12          |
| 234939_s_at  | -0.66 | <b>PHF12</b>    | PHD finger protein 12                                                       | AL161953                 | chr17q11.2           |
| 205076_s_at  | -0.66 | <b>MTMR11</b>   | myotubularin related protein 11                                             | NM_006697                | chr1q12-q21          |
| 206184_at    | -0.65 | <b>CRKL</b>     | v-crk sarcoma virus CT10 oncogene homolog (avian)-like                      | NM_005207                | chr22q11 22q11.21    |
| 215064_at    | -0.65 | <b>SC5DL</b>    | sterol-C5-desaturase (ERG3 delta-5-desaturase homolog, S. cerevisiae)-like  | AK027246                 | chr11q23.3           |
| 223940_x_at  | -0.65 | <b>MALAT1</b>   | metastasis associated lung adenocarcinoma transcript 1 (non-protein coding) | AF132202                 | chr11q13.1           |
| 231169_at    | -0.65 | ---             | ---                                                                         | N29877                   | ---                  |
| 241995_at    | -0.64 | <b>DGUOK</b>    | deoxyguanosine kinase                                                       | BF511285                 | chr2p13              |

|              |       |                  |                                                          |
|--------------|-------|------------------|----------------------------------------------------------|
| 1555996_s_at | -0.64 | <b>EIF4A2</b>    | eukaryotic translation initiation factor 4A, isoform 2   |
| 212325_at    | -0.64 | <b>LIMCH1</b>    | LIM and calponin homology domains 1                      |
| 229743_at    | -0.64 | <b>ZNF438</b>    | zinc finger protein 438                                  |
| 1559421_at   | -0.63 | ---              | ---                                                      |
| 242042_s_at  | -0.63 | <b>LOC401022</b> | hypothetical LOC401022                                   |
| 202476_s_at  | -0.63 | <b>TUBGCP2</b>   | tubulin, gamma complex associated protein 2              |
| 1555639_a_at | -0.63 | <b>RBM14</b>     | RNA binding motif protein 14                             |
| 1557616_at   | -0.62 | <b>ZNF496</b>    | zinc finger protein 496                                  |
| 1569296_a_at | -0.62 | <b>LOC493754</b> | Hypothetical LOC441245                                   |
| 240528_s_at  | -0.62 | <b>EXOC4</b>     | exocyst complex component 4                              |
| 228667_at    | -0.62 | <b>AGPAT4</b>    | 1-acylglycerol-3-phosphate O-acyltransferase 4           |
| 217598_at    | -0.62 | ---              | ---                                                      |
| 1553369_at   | -0.62 | <b>FAM129C</b>   | family with sequence similarity 129, member C            |
| 238490_at    | -0.62 | <b>KIAA2026</b>  | KIAA2026                                                 |
| 212574_x_at  | -0.61 | <b>C19orf6</b>   | chromosome 19 open reading frame 6                       |
| 236121_at    | -0.61 | <b>OR51E2</b>    | olfactory receptor, family 51, subfamily E, member 2     |
| 244885_at    | -0.61 | ---              | ---                                                      |
| 244619_at    | -0.60 | <b>LOC646626</b> | hypothetical LOC646626                                   |
| 1558515_at   | -0.60 | ---              | ---                                                      |
| 203890_s_at  | -0.60 | <b>DAPK3</b>     | death-associated protein kinase 3                        |
| 219234_x_at  | -0.60 | <b>SCRN3</b>     | secernin 3                                               |
| 214975_s_at  | -0.60 | <b>MTMR1</b>     | myotubularin related protein 1                           |
| 216450_x_at  | -0.60 | <b>HSP90B1</b>   | heat shock protein 90kDa beta (Grp94), member 1          |
| 228634_s_at  | -0.60 | <b>CSDA</b>      | Cold shock domain protein A                              |
| 237020_at    | -0.60 | <b>TMEM146</b>   | transmembrane protein 146                                |
| 223143_s_at  | -0.59 | <b>AKIRIN2</b>   | akirin 2                                                 |
| 239432_at    | -0.59 | <b>FLJ31306</b>  | hypothetical protein FLJ31306                            |
| 215672_s_at  | -0.59 | <b>AHCYL2</b>    | S-adenosylhomocysteine hydrolase-like 2                  |
| 1570078_a_at | -0.59 | <b>DOCK5</b>     | dedicator of cytokinesis 5                               |
| 242743_at    | -0.59 | <b>IL4R</b>      | Interleukin 4 receptor                                   |
| 222311_s_at  | -0.59 | <b>SFRS15</b>    | splicing factor, arginine/serine-rich 15                 |
| 222385_x_at  | -0.59 | <b>SEC61A1</b>   | Sec61 alpha 1 subunit (S. cerevisiae)                    |
| 216926_s_at  | -0.59 | <b>KIAA0892</b>  | KIAA0892                                                 |
| 226530_at    | -0.59 | <b>BMF</b>       | Bcl2 modifying factor                                    |
| 230722_at    | -0.59 | <b>BNC2</b>      | basonuclin 2                                             |
| 212647_at    | -0.59 | <b>RRAS</b>      | related RAS viral (r-ras) oncogene homolog               |
| 219303_at    | 0.59  | <b>RNF219</b>    | ring finger protein 219                                  |
| 205059_s_at  | 0.59  | <b>IDUA</b>      | iduronidase, alpha-L-                                    |
| 213176_s_at  | 0.60  | <b>LTBP4</b>     | latent transforming growth factor beta binding protein 4 |
| 242691_at    | 0.60  | ---              | ---                                                      |
| 1558605_at   | 0.61  | ---              | ---                                                      |

|           |                  |
|-----------|------------------|
| AI332397  | chr3q28          |
| AK027231  | chr4p13          |
| AI886666  | chr10p11.23      |
| AV697037  | ---              |
| AA406052  | chr2q31.2        |
| BF002130  | chr10q26.3       |
| AF315633  | chr11q13.1       |
| AK098030  | chr1q44          |
| BC029469  | chr7q11.21       |
| AI964022  | chr7q31          |
| AI733330  | chr6q26          |
| BG236351  | ---              |
| NM_173544 | chr19p13.11      |
| BG109896  | chr9p24.1        |
| AC004528  | chr19p13.3       |
| AI805082  | chr11p15         |
| AI016316  | ---              |
| AA521418  | chr1p22.3        |
| AK057701  | ---              |
| BF686824  | chr19p13.3       |
| NM_024583 | chr2q31.1        |
| AK001816  | chrXq28          |
| AK025862  | chr12q24.2-q24.3 |
| BF195718  | chr12p13.1       |
| AI203106  | chr19p13.3       |
| AI742378  | chr6q15          |
| AV729086  | chr14q23.1       |
| AK025372  | chr7q32.1        |
| BC011877  | chr8p21.2        |
| AA767714  | chr16p12.1-p11.2 |
| AA648521  | chr21q22.1       |
| AF346602  | chr3q21.3        |
| AC003030  | chr19p13.11      |
| AK024472  | chr15q14         |
| AI377043  | chr9p22.3-p22.2  |
| NM_006270 | chr19q13.3-qter  |
| NM_024546 | chr13q31.1       |
| NM_000203 | chr4p16.3        |
| AI910869  | chr19q13.1-q13.2 |
| AA829017  | ---              |
| BC040287  | ---              |

|             |      |                 |                                                                             |           |              |
|-------------|------|-----------------|-----------------------------------------------------------------------------|-----------|--------------|
| 206177_s_at | 0.61 | <b>ARG1</b>     | arginase, liver                                                             | NM_000045 | chr6q23      |
| 222803_at   | 0.61 | <b>PRTFDC1</b>  | phosphoribosyl transferase domain containing 1                              | AI871620  | chr10p12.1   |
| 225711_at   | 0.61 | <b>ARL6IP6</b>  | ADP-ribosylation-like factor 6 interacting protein 6                        | AA654338  | chr2q23.3    |
| 228480_at   | 0.61 | <b>VAPA</b>     | VAMP (vesicle-associated membrane protein)-associated protein A, 33kDa      | AW296039  | chr18p11.22  |
| 226444_at   | 0.61 | ---             | ---                                                                         | AI700476  | ---          |
| 228702_at   | 0.62 | <b>FLJ43663</b> | hypothetical LOC378805                                                      | AL569506  | chr7q32.3    |
| 213575_at   | 0.62 | <b>TRA2A</b>    | transformer-2 alpha                                                         | AA831170  | chr7p15.3    |
| 1569713_at  | 0.63 | ---             | ---                                                                         | BC009800  | ---          |
| 238004_at   | 0.64 | <b>PGBD2</b>    | piggyBac transposable element derived 2                                     | BF344017  | chr1q44      |
| 210858_x_at | 0.64 | <b>ATM</b>      | ataxia telangiectasia mutated                                               | U26455    | chr11q22-q23 |
| 226537_at   | 0.64 | <b>HINT3</b>    | histidine triad nucleotide binding protein 3                                | AW418666  | chr6q22.32   |
| 226982_at   | 0.64 | <b>ELL2</b>     | elongation factor, RNA polymerase II, 2                                     | AI745624  | chr5q15      |
| 226675_s_at | 0.67 | <b>MALAT1</b>   | metastasis associated lung adenocarcinoma transcript 1 (non-protein coding) | W80468    | chr11q13.1   |
| 228919_at   | 0.67 | ---             | ---                                                                         | AA601031  | ---          |
| 208297_s_at | 0.68 | <b>EVI5</b>     | ecotropic viral integration site 5                                          | NM_005665 | chr1p22.1    |
| 200630_x_at | 0.69 | <b>SET</b>      | SET nuclear oncogene                                                        | AV702810  | chr9q34      |
| 232465_at   | 0.69 | ---             | ---                                                                         | AK021749  | ---          |
| 243372_at   | 0.69 | <b>HSPD1</b>    | heat shock 60kDa protein 1 (chaperonin)                                     | AW674195  | chr12q13.2   |
| 238931_at   | 0.75 | <b>METT10D</b>  | methyltransferase 10 domain containing                                      | AL045793  | chr17p13.3   |
| 243921_at   | 0.79 | ---             | ---                                                                         | AW340093  | ---          |
| 226106_at   | 0.80 | <b>RNF141</b>   | ring finger protein 141                                                     | AI307808  | chr11p15.4   |
| 236428_at   | 0.82 | ---             | ---                                                                         | D59900    | ---          |
| 244780_at   | 1.04 | <b>SGPP2</b>    | sphingosine-1-phosphate phosphatase 2                                       | AI800110  | chr2q36.1    |
| 228697_at   | 1.09 | <b>HINT3</b>    | histidine triad nucleotide binding protein 3                                | AW731710  | chr6q22.32   |

# Supplementary material for: Downstream Gene Activation of the Receptor ALX by the Agonist Annexin A1
**Source:** PLoS One. 2010 Sep 17;5(9):e12771. doi: 10.1371/journal.pone.0012771
**Supplement:** Table S2 — AnxA1 affected genes. Differentially expressed genes (FC greater than or equal to 50%) in HEK293 cells transfected with ALX receptor and treated with 10 uM AnxA1 peptide during 4 hours. (0.04 MB PDF)

**Supplementary Table S2: 118 Differentially expressed genes in AnxA1 group**

| Probe Set ID | FC    | Gene            | Gene Title                                                                  | Representative Public ID | Chromosomal Location |
|--------------|-------|-----------------|-----------------------------------------------------------------------------|--------------------------|----------------------|
| 224568_x_at  | -1.13 | <b>MALAT1</b>   | metastasis associated lung adenocarcinoma transcript 1 (non-protein coding) | AW005982                 | chr11q13.1           |
| 237215_s_at  | -1.06 | <b>TFRC</b>     | transferrin receptor (p90, CD71)                                            | N76327                   | chr3q29              |
| 213986_s_at  | -0.99 | <b>C19orf6</b>  | chromosome 19 open reading frame 6                                          | AI805266                 | chr19p13.3           |
| 231576_at    | -0.94 | ---             | ---                                                                         | AA829940                 | ---                  |
| 227260_at    | -0.92 | <b>ANKRD10</b>  | Ankyrin repeat domain 10                                                    | AV724266                 | chr13q34             |
| 224589_at    | -0.83 | <b>XIST</b>     | X (inactive)-specific transcript (non-protein coding)                       | BF223193                 | chrXq13.2            |
| 207781_s_at  | -0.81 | <b>ZNF711</b>   | zinc finger protein 711                                                     | NM_021998                | chrXq21.1-q21.2      |
| 204506_at    | -0.78 | <b>PPP3R1</b>   | protein phosphatase 3 (formerly 2B), regulatory subunit B, alpha isoform    | AL544951                 | chr2p14              |
| 216926_s_at  | -0.76 | <b>KIAA0892</b> | KIAA0892                                                                    | AC003030                 | chr19p13.11          |
| 216624_s_at  | -0.75 | <b>MLL</b>      | myeloid/lymphoid or mixed-lineage leukemia (trithorax homolog, Drosophila)  | Z69744                   | chr11q23             |
| 231721_at    | -0.74 | <b>JAM3</b>     | junctional adhesion molecule 3                                              | AF356518                 | chr11q25             |
| 214975_s_at  | -0.73 | <b>MTMR1</b>    | myotubularin related protein 1                                              | AK001816                 | chrXq28              |
| 219627_at    | -0.73 | <b>ZNF767</b>   | zinc finger family member 767                                               | NM_024910                | chr7q36.1            |
| 206241_at    | -0.72 | <b>KPNA5</b>    | karyopherin alpha 5 (importin alpha 6)                                      | NM_002269                | chr6q22.2            |
| 211708_s_at  | -0.71 | <b>SCD</b>      | stearoyl-CoA desaturase (delta-9-desaturase)                                | BC005807                 | chr10q24.31          |
| 223940_x_at  | -0.71 | <b>MALAT1</b>   | metastasis associated lung adenocarcinoma transcript 1 (non-protein coding) | AF132202                 | chr11q13.1           |
| 228157_at    | -0.70 | <b>ZNF207</b>   | zinc finger protein 207                                                     | AI125646                 | chr17q11.2           |
| 208097_s_at  | -0.69 | <b>TXNDC1</b>   | thioredoxin domain containing 1                                             | NM_030755                | chr14q22.1           |
| 238490_at    | -0.69 | <b>KIAA2026</b> | KIAA2026                                                                    | BG109896                 | chr9p24.1            |
| 1555266_a_at | -0.69 | <b>ASXL2</b>    | additional sex combs like 2 (Drosophila)                                    | BC042999                 | chr2p24.1            |
| 1555996_s_at | -0.69 | <b>EIF4A2</b>   | eukaryotic translation initiation factor 4A, isoform 2                      | AI332397                 | chr3q28              |
| 200769_s_at  | -0.68 | <b>MAT2A</b>    | methionine adenosyltransferase II, alpha                                    | NM_005911                | chr2p11.2            |
| 205321_at    | -0.67 | <b>EIF2S3</b>   | eukaryotic translation initiation factor 2, subunit 3 gamma, 52kDa          | NM_001415                | chrXp22.2-p22.1      |
| 220342_x_at  | -0.67 | <b>EDEM3</b>    | ER degradation enhancer, mannosidase alpha-like 3                           | NM_017992                | chr1q24-q25          |
| 241820_at    | -0.67 | <b>RIF1</b>     | RAP1 interacting factor homolog (yeast)                                     | BF666241                 | chr2q23.3            |
| 209535_s_at  | -0.67 | ---             | ---                                                                         | AF127481                 | ---                  |
| 235446_at    | -0.66 | ---             | ---                                                                         | AW856618                 | ---                  |
| 200672_x_at  | -0.66 | <b>SPTBN1</b>   | spectrin, beta, non-erythrocytic 1                                          | NM_003128                | chr2p21              |
| 242558_at    | -0.66 | ---             | ---                                                                         | AW362945                 | ---                  |
| 1555515_a_at | -0.66 | <b>C1orf2</b>   | chromosome 1 open reading frame 2                                           | BC008854                 | chr1q21              |
| 210787_s_at  | -0.65 | <b>CAMKK2</b>   | calcium/calmodulin-dependent protein kinase kinase 2, beta                  | AF140507                 | chr12q24.2           |
| 227245_at    | -0.65 | <b>C12orf30</b> | chromosome 12 open reading frame 30                                         | AW511198                 | chr12q24.13          |
| 1552612_at   | -0.65 | <b>CDC42SE2</b> | CDC42 small effector 2                                                      | NM_020240                | chr5q31.1            |
| 212574_x_at  | -0.65 | <b>C19orf6</b>  | chromosome 19 open reading frame 6                                          | AC004528                 | chr19p13.3           |
| 1564931_at   | -0.65 | ---             | ---                                                                         | AL512740                 | ---                  |
| 1557918_s_at | -0.64 | <b>SLC16A1</b>  | solute carrier family 16, member 1 (monocarboxylic acid transporter 1)      | AU131482                 | chr1p12              |
| 1555609_a_at | -0.64 | <b>ZMAT3</b>    | zinc finger, matrin type 3                                                  | AF355465                 | chr3q26.3-q27        |
| 205446_s_at  | -0.64 | <b>ATF2</b>     | activating transcription factor 2                                           | NM_001880                | chr2q32              |

|              |       |                  |                                                        |
|--------------|-------|------------------|--------------------------------------------------------|
| 212307_s_at  | -0.64 | <b>OGT</b>       | O-linked N-acetylglucosamine (GlcNAc) transferase      |
| 1557071_s_at | -0.64 | <b>NUB1</b>      | negative regulator of ubiquitin-like proteins 1        |
| 213872_at    | -0.63 | ---              | ---                                                    |
| 214483_s_at  | -0.63 | <b>ARFIP1</b>    | ADP-ribosylation factor interacting protein 1          |
| 1558093_s_at | -0.63 | <b>MATR3</b>     | matrin 3                                               |
| 213807_x_at  | -0.63 | <b>MET</b>       | met proto-oncogene (hepatocyte growth factor receptor) |
| 222145_at    | -0.63 | ---              | ---                                                    |
| 1563629_a_at | -0.62 | ---              | ---                                                    |
| 1556035_s_at | -0.62 | <b>ZNF207</b>    | zinc finger protein 207                                |
| 1553105_s_at | -0.62 | <b>DSG2</b>      | desmoglein 2                                           |
| 231274_s_at  | -0.62 | ---              | ---                                                    |
| 207564_x_at  | -0.61 | <b>OGT</b>       | O-linked N-acetylglucosamine (GlcNAc) transferase      |
| 1563894_at   | -0.61 | <b>LOC441178</b> | hypothetical LOC441178                                 |
| 1555434_a_at | -0.61 | <b>SLC39A14</b>  | solute carrier family 39 (zinc transporter), member 14 |
| 1555167_s_at | -0.61 | <b>NAMPT</b>     | nicotinamide phosphoribosyltransferase                 |
| 229524_at    | -0.61 | <b>KIAA0494</b>  | KIAA0494                                               |
| 1553613_s_at | -0.61 | <b>FOXC1</b>     | forkhead box C1                                        |
| 235150_at    | -0.60 | ---              | ---                                                    |
| 212193_s_at  | -0.60 | <b>LARP1</b>     | La ribonucleoprotein domain family, member 1           |
| 206788_s_at  | -0.60 | <b>CBFB</b>      | core-binding factor, beta subunit                      |
| 232490_s_at  | -0.60 | <b>PRUNE</b>     | prune homolog (Drosophila)                             |
| 238443_at    | -0.60 | ---              | ---                                                    |
| 1558249_s_at | -0.60 | <b>STX16</b>     | syntaxin 16                                            |
| 1553685_s_at | -0.60 | <b>SP1</b>       | Sp1 transcription factor                               |
| 1556416_s_at | -0.60 | ---              | ---                                                    |
| 1555326_a_at | -0.60 | <b>ADAM9</b>     | ADAM metalloproteinase domain 9 (meltrin gamma)        |
| 210655_s_at  | -0.60 | <b>FOXO3</b>     | forkhead box O3                                        |
| 201211_s_at  | -0.60 | <b>DDX3X</b>     | DEAD (Asp-Glu-Ala-Asp) box polypeptide 3, X-linked     |
| 1555639_a_at | -0.59 | <b>RBM14</b>     | RNA binding motif protein 14                           |
| 1552813_at   | -0.59 | <b>KLF14</b>     | Kruppel-like factor 14                                 |
| 242824_at    | -0.59 | ---              | ---                                                    |
| 212546_s_at  | -0.59 | <b>FRYL</b>      | FRY-like                                               |
| 224852_at    | -0.59 | <b>TTC17</b>     | tetratricopeptide repeat domain 17                     |
| 235219_at    | 0.59  | <b>LOC116349</b> | hypothetical protein BC014011                          |
| 241912_at    | 0.59  | <b>LOC730051</b> | similar to hCG2044798                                  |
| 219493_at    | 0.59  | <b>SHCBP1</b>    | SHC SH2-domain binding protein 1                       |
| 228092_at    | 0.59  | <b>CREM</b>      | cAMP responsive element modulator                      |
| 1559848_at   | 0.59  | <b>NSUN4</b>     | NOL1/NOP2/Sun domain family, member 4                  |
| 231183_s_at  | 0.59  | <b>JAG1</b>      | Jagged 1 (Alagille syndrome)                           |
| 1557383_a_at | 0.59  | ---              | ---                                                    |
| 217520_x_at  | 0.60  | <b>LOC731884</b> | Similar to programmed cell death 6 interacting protein |

|           |                   |
|-----------|-------------------|
| BF001665  | chrXq13           |
| BQ272330  | chr7q36           |
| BE465032  | ---               |
| AF124489  | chr4q31.3         |
| BI832461  | chr5q31.2         |
| BE870509  | chr7q31           |
| AK027225  | ---               |
| AK091794  | ---               |
| AI201248  | chr17q11.2        |
| NM_001943 | chr18q12.1        |
| R92925    | ---               |
| NM_003605 | chrXq13           |
| AK056600  | chr6q27           |
| BC015770  | chr8p21.3         |
| BC020691  | chr7q22.2         |
| AI040880  | chr1pter-p22.1    |
| NM_001453 | chr6p25           |
| AW376955  | ---               |
| BE881529  | chr5q33.2         |
| AF294326  | chr16q22.1        |
| U67085    | chr1q21           |
| BE546873  | ---               |
| BE878126  | chr20q13.32       |
| NM_138473 | chr12q13.1        |
| AF086242  | ---               |
| AF495383  | chr8p11.23        |
| AF041336  | chr6q21           |
| AF061337  | chrXp11.3-p11.23  |
| AF315633  | chr11q13.1        |
| NM_138693 | chr7q32.2         |
| AW191647  | ---               |
| AI126634  | chr4p12           |
| BE964325  | chr11p12-p11.2    |
| BE897119  | chr5p15.33        |
| AA631812  | chr19q13.43       |
| NM_024745 | chr16q11.2        |
| AL552470  | chr10p11.21       |
| BC016907  | chr1p34           |
| AI457817  | chr20p12.1-p11.23 |
| AI925316  | ---               |
| BG396614  | ---               |

|              |      |                   |                                                                             |           |                   |
|--------------|------|-------------------|-----------------------------------------------------------------------------|-----------|-------------------|
| 208297_s_at  | 0.60 | <b>EVI5</b>       | ecotropic viral integration site 5                                          | NM_005665 | chr1p22.1         |
| 210127_at    | 0.60 | <b>RAB6B</b>      | RAB6B, member RAS oncogene family                                           | BC002510  | chr3q22.1         |
| 211673_s_at  | 0.60 | <b>MOCS1</b>      | molybdenum cofactor synthesis 1                                             | AF034374  | chr6p21.3         |
| 227092_at    | 0.60 | ---               | ---                                                                         | AI341383  | ---               |
| 1554057_at   | 0.60 | <b>LOC645676</b>  | hypothetical LOC645676                                                      | BC017347  | chr1q22           |
| 234995_at    | 0.60 | <b>CCDC52</b>     | coiled-coil domain containing 52                                            | AA668779  | chr3q13.2         |
| 236076_at    | 0.60 | <b>LOC257396</b>  | hypothetical protein LOC257396                                              | AW241549  | chr5q11.2         |
| 201163_s_at  | 0.61 | <b>IGFBP7</b>     | insulin-like growth factor binding protein 7                                | NM_001553 | chr4q12           |
| 226533_at    | 0.61 | <b>HINT3</b>      | histidine triad nucleotide binding protein 3                                | BF694956  | chr6q22.32        |
| 240240_at    | 0.61 | ---               | ---                                                                         | R10087    | ---               |
| 227535_at    | 0.62 | <b>C15orf24</b>   | Chromosome 15 open reading frame 24                                         | AA149655  | chr15q14          |
| 232541_at    | 0.62 | ---               | ---                                                                         | AK000106  | ---               |
| 236752_at    | 0.63 | ---               | ---                                                                         | AA913146  | ---               |
| 238931_at    | 0.63 | <b>METT10D</b>    | methyltransferase 10 domain containing                                      | AL045793  | chr17p13.3        |
| 219531_at    | 0.63 | <b>CEP72</b>      | centrosomal protein 72kDa                                                   | NM_018140 | chr5p15.33        |
| 228832_at    | 0.64 | <b>FLJ20021</b>   | hypothetical LOC90024                                                       | AI884670  | chr4q23           |
| 228737_at    | 0.64 | <b>TOX2</b>       | TOX high mobility group box family member 2                                 | AA211909  | chr20q13.12       |
| 201171_at    | 0.65 | <b>ATP6V0E1</b>   | ATPase, H+ transporting, lysosomal 9kDa, V0 subunit e1                      | NM_003945 | chr5q35.2         |
| 212490_at    | 0.65 | <b>DNAJC8</b>     | DnaJ (Hsp40) homolog, subfamily C, member 8                                 | AA843895  | chr1p35.3         |
| 221530_s_at  | 0.66 | <b>BHLHB3</b>     | basic helix-loop-helix domain containing, class B, 3                        | BE857425  | chr12p11.23-p12.1 |
| 1565484_x_at | 0.67 | <b>EGFR</b>       | epidermal growth factor receptor                                            | AF277897  | chr7p12           |
| 225536_at    | 0.67 | <b>TMEM54</b>     | transmembrane protein 54                                                    | AL545105  | chr1p35-p34       |
| 239022_at    | 0.67 | <b>SDHALP1</b>    | succinate dehydrogenase complex, subunit A, flavoprotein pseudogene 1       | AW090199  | chr3q29           |
| 239154_at    | 0.68 | ---               | ---                                                                         | AW962705  | ---               |
| 213704_at    | 0.68 | <b>RABGGTB</b>    | Rab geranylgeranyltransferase, beta subunit                                 | AA129753  | chr1p31           |
| 1554478_a_at | 0.70 | <b>HEATR3</b>     | HEAT repeat containing 3                                                    | BC033077  | chr16q12.1        |
| 226675_s_at  | 0.70 | <b>MALAT1</b>     | metastasis associated lung adenocarcinoma transcript 1 (non-protein coding) | W80468    | chr11q13.1        |
| 209603_at    | 0.73 | <b>GATA3</b>      | GATA binding protein 3                                                      | AI796169  | chr10p15          |
| 221911_at    | 0.73 | <b>ETV1</b>       | ets variant gene 1                                                          | BE881590  | chr7p21.3         |
| 1561347_a_at | 0.74 | ---               | ---                                                                         | AW303888  | ---               |
| 217551_at    | 0.75 | <b>LOC441453</b>  | similar to olfactory receptor, family 7, subfamily A, member 17             | AA719797  | chr11p15.1        |
| 236358_at    | 0.78 | ---               | ---                                                                         | BF445865  | ---               |
| 226765_at    | 0.82 | <b>SPTBN1</b>     | Spectrin, beta, non-erythrocytic 1                                          | AA971514  | chr2p21           |
| 36711_at     | 0.85 | <b>MAFF</b>       | v-maf musculoaponeurotic fibrosarcoma oncogene homolog F (avian)            | AL021977  | chr22q13.1        |
| 1568838_at   | 0.85 | <b>LOC1001282</b> | similar to hCG1742852 /// similar to hCG1742852                             | AI015847  | chr16p13.3        |
| 213550_s_at  | 0.87 | <b>TMC06</b>      | transmembrane and coiled-coil domains 6                                     | AA993683  | chr5q31.3         |
| 225767_at    | 0.93 | <b>LOC284801</b>  | hypothetical protein LOC284801                                              | AI825833  | chr20p11.1        |
| 228697_at    | 1.12 | <b>HINT3</b>      | histidine triad nucleotide binding protein 3                                | AW731710  | chr6q22.32        |
| 244780_at    | 1.24 | <b>SGPP2</b>      | sphingosine-1-phosphate phosphatase 2                                       | AI800110  | chr2q36.1         |

How the deposited data were processed for this re-analysis (not part of the article)

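Gene expression was measured on 8 Affymetrix U133 Plus 2.0 arrays of HEK293 cells, 2 for each of CMV cells, ALX cells, ALX cells with 10 µM Ac2-26 and ALX cells with 0.5 µM AnxA1, each agonist given for 4 hours. The doses of the agonists differ, so a difference between them is also a difference in dose. The 2 arrays of a group are numbered 1 and 2 in the labels, which do not say whether they are separate cultures. The p-values then measure only the spread between these samples, which may be technical.

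The deposited values are on the log2 scale and were made by the authors with RMA in affyPLM, with no version given. They were used as deposited, since their range (lowest 2.57, highest 14.65) and the array medians of 4.75 to 4.84 are those of such values. Signals near the lowest values cannot be told from background, and a change there is compressed. Of 54613 probe sets that are not controls, 41091 had 1 gene symbol, 1801 several and 11721 none, and genes were named only from those with 1. Symbols were brought up to date from the reference tables, and an error in this step, found after the list results had been seen, was corrected and everything run again. The 62 control probe sets were left out of all counts and tests, and 18 of them, the hybridisation spikes, were used for a scaling alternative.

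The paper's criterion was computed as an absolute difference of at least 0.58496 between the means of the log2 values of 2 groups, with no test. This is a 1.5-fold change, and the threshold is given elsewhere as 0.585. limma 3.58.1 in R 4.3.3 was fitted to all 8 arrays with 4 group means, which leaves 4 residual degrees of freedom, and the contrasts were tested with eBayes. Adjusted p-values are those of Benjamini and Hochberg over the 54613 probe sets, with a threshold of 0.05. The median standard error of a log2 change was 0.174, which, with the number of arrays, limits the precision. Standard errors given beside a blocked p are also those of the fit without the block. Tables and figures used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

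Whether arrays with the same replicate number belong together was checked from the data. Across all probe sets, the difference between replicate 1 and replicate 2 correlated with r = 0.43 to 0.61 over the 6 pairs of groups, and the first principal component, with 39.5% of the variance, separates the replicate numbers. What the numbers stand for is not stated, so the fit without a block is the main one and the replicate number as an additive block is the alternative. The correlation of the 2 arrays within a group was 0.982 to 0.99.

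Gene lists were tested with limma's camera at a preset correlation between genes of 0.01, with 1 probe set per gene, the one with the highest mean signal, and p-values were adjusted over 33 lists. There were 28 written lists: sphingosine 1-phosphate and ceramide metabolism, ERK-responsive early genes, the Notch pathway, junctional and leukocyte adhesion molecules, formyl peptide receptors and the genes of their ligands, cytokine receptor, JAK-STAT and SOCS genes, the surface molecules the study names, the NF-kappaB pathway, glucocorticoid-induced genes, histone deacetylase inhibitor-induced genes, histone deacetylases, S phase genes, G2 and M phase genes, cytosolic ribosomal proteins, oxidative phosphorylation, proteasome subunits, pre-mRNA splicing factors, nuclear long noncoding RNAs, the unfolded protein response, heat shock proteins, cholesterol and fatty acid synthesis, iron uptake and storage, Wnt signalling, integrin signalling and cytoskeleton, leukocyte markers, fibroblast and endothelial markers, apoptosis regulators and RNA decay factors. A further 5 families were taken by symbol: zinc finger proteins, solute carriers, RAB small GTPases, replication-dependent histones and olfactory receptors. Members were also adjusted over the list alone.

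Named genes follow a rule with 3 parts: every gene named in the results text of the paper or in its Fig. 3B, with all probe sets; up to 10 higher and 10 lower probe sets per comparison, those past the limma test first and then those past the 50% criterion without overlap between arrays, by p; and up to 4 members per list. The list members named are not always those with the largest changes, so they do not show the balance of a list. The values of the paper's Tables S1 and S2 had been seen before the rule was written. Comparisons, tests, lists, this rule and all alternatives but those named as later ones were fixed before the data were examined. In the captions and text, a listed probe set is one past the 50% criterion.

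The alternatives were the replicate block, other scalings (median-centred, to the spike controls, quantile normalization), averaging on the linear scale, filters on low signal, leaving out a probe set class that can cross-hybridise, means per gene, a fit of the compared groups alone, another variance prior, stricter thresholds and leaving out each array. Where an array was left out, the lone array of its group is assumed to vary like the other groups, whose spread limma pools. Its replicate number is then set against both of the other group, so the difference between replicate numbers enters the change. For lists that share the ALX arrays, unchanged groups with limma's moderated spread from the blocked fit were simulated 100 times. Each comparison of 2 arrays against 2 has 3 splits, so no exact permutation p under 0.333 exists.

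The methods were tested on simulated data with 100 changed probe sets. With a difference between replicate numbers like the observed one, limma without the block found 4% of changes of log2 1 and 89% of log2 2, with 0 false calls, and with the block 97% and 100%, with 14 false calls. Without that difference it found 99% and 100% without the block, with 29 false calls. The 50% criterion passed 89 and 120 unchanged probe sets in the 2 simulations. A simulated list of 50 genes moved by 0.5 was called by camera with an adjusted p of 1.06e-52, and 0 of 30 unmoved lists were called. These simulated lists are no measure of false calls where the genes of a list vary together. In the data, 0 of the 9 lists past the test for ALX against CMV cells passed with an estimated correlation. XIST and Y-linked genes were left out of the named genes. The XIST probe set of Table S2 stayed in the AnxA1 counts, with changes of -1.07 in replicate 1 and -0.59 in replicate 2. The test on the 3′ minus 5′ difference was narrowed to 2 control genes after its result was seen but not because of it, and another control gene that was part of it is not reported here.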

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

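All the tests in this part were chosen after the result was seen.

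The paper's quality control names, among other checks, the GAPDH 3′/5′ ratio and the spike-in controls and reports normal values. The paper also states that the Bioanalyser RNA profiles of all samples lay in the manufacturer's recommended range. It does not name 18S ribosomal RNA, whose control probe set stood out on AnxA1 replicate 1, or beta-actin, whose control probe sets stood out on the replicate 1 arrays of both agonists. The 3′ control of 18S ribosomal RNA was at 11.44 on AnxA1 replicate 1, above both CMV arrays (8.34 and 10.82), and at 6.14 to 9.94 on the ALX and other agonist arrays. The 3′ minus 5′ difference of beta-actin was 0.97 on AnxA1 replicate 1 and 0.66 on Ac2-26 replicate 1, against 0.33 and 0.26 in CMV cells.

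On these 2 arrays, 439 probe sets were lower than on ALX replicate 1 by at least the 50% criterion with both agonists, against 26 on the replicate 2 arrays. Another 139 were higher by the criterion in replicate 1 of both agonists, with a median change of -0.05 in replicate 2, and loss of signal by itself does not describe these. Both agonist arrays were compared with the same ALX replicate 1, so chance values of that array may add to both counts, which was not tested. An agonist effect shared by both replicates is argued against by the replicate 2 arrays, where the median change of the 439 was 0.14 (quartiles 0.00 to 0.27) against -0.82 in replicate 1. A fall of the whole transcript is argued against by the brighter probe sets of the same genes, present for 349, whose median change in replicate 1 was 0.03 (quartiles -0.09 to 0.14), with 3 also lower by the criterion. What stays open is loss of signal towards the 5′ end in the replicate 1 agonist arrays: the 3′ minus 5′ difference was higher on both than on the other 6 arrays for the 2 control genes kept in this test, which was narrowed to them after its result was seen but not because of it, beta-actin and GAPDH (0.43 and 0.39 on the Ac2-26 and AnxA1 arrays, and -0.06 to 0.18 on the others, for GAPDH). RNA degradation, labelling, chance values of ALX replicate 1 and an agonist effect in 1 culture only could not be separated with these arrays.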

How the results depend on the processing

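The settings that require a probe set to pass in both pairs or leave out 1 whole replicate number were chosen after seeing the data. So were the counts and tests that compare agonist-treated with CMV cells, but not the correlation of the agonists' changes from CMV cells. The cause was not tested for any change below, except where fewer probe sets or arrays enter. All 153 named log2 changes kept their sign in the 1071 values of alternatives with all arrays, 12 of 626 values with 1 array left out turned, and so did 6 of 292 with a whole replicate number left out. A low signal limits the dimmest probe sets: 18521 of 54613 had a mean log2 of 6 or more, and there 1947, 37 and 61 probe sets passed the 50% criterion for ALX against CMV cells, Ac2-26 and AnxA1 against ALX cells, with 12 in both agonist lists and 4 in all the lists.

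The share lower in ALX than in CMV cells was 69.4% with arrays scaled to the spike controls. A 2-fold threshold left 430, 4 and 4 probe sets, and an added limma adjusted p under 0.05 left 0, 0 and 0 (5135, 537 and 506 at an unadjusted p under 0.05). Both pairs passed for 1569, 11 and 11, and without overlap of the arrays 58 and 56 remained with Ac2-26 and AnxA1. The 33.3% that chance gives holds for unselected probe sets and is no measure here, since the criterion itself favours arrays that do not overlap. limma on gene means called 1 gene for ALX against CMV cells.

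With the replicate number as a block, limma called 931 probe sets for ALX against CMV cells, 418 for Ac2-26 against CMV and 2017 for AnxA1 against CMV, where the fit without it called 0 each. With 1 array left out, the blocked counts were 0 to 870 for ALX against CMV cells, 0 to 373 for Ac2-26 against CMV cells, with 0 without either ALX or Ac2-26 array, and 0 to 1773 for AnxA1 against CMV cells, with 0 without AnxA1 replicate 2. The block changed no other count of limma calls, and among the lists it ended the call of the heat shock proteins for ALX against CMV cells. For Ac2-26 against CMV cells it ended that of Wnt signalling (adjusted p = 0.036, and 0.058 with the block), and the histone deacetylase inhibitor list passed with it only (0.064 and 0.03). Neither passed camera with an estimated correlation (0.67 for Wnt signalling without the block, and 0.58 for the other list with it). The blocked count was 1492 with median-centred arrays, 253 scaled to the spike controls and 333 with quantile normalization.

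Of the 9 lists past the test for ALX against CMV cells, 0 passed with an estimated correlation and 0 among genes with a mean log2 of 6 or more, where the fibroblast and endothelial list has too few genes for a value. For AnxA1 against Ac2-26, 0 lists passed with gene means and 0 with an estimated correlation. For AnxA1 against ALX cells, 1 passed scaled to the spike controls, the ERK-responsive genes (adjusted p = 0.042). For ALX against CMV cells, lists that passed under an alternative alone were the S1P, cytokine receptor and histone deacetylase inhibitor lists (0.04 each) and the nuclear long noncoding RNAs (0.019) scaled to the spike controls, the ribosomal proteins and proteasome subunits with median-centred arrays (0.04 each), and the proteasome subunits (0.021) and leukocyte markers (0.031) with gene means.

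The correlation of the agonists' changes was -0.043 and -0.118 with split ALX controls, where the changes with the same agonist in the 2 pairs had -0.103 for Ac2-26 and -0.133 for AnxA1. For changes from CMV cells, which share the CMV arrays and the change of ALX from CMV cells, it was 0.855. Simulated agonist groups unchanged from ALX cells, a setting chosen after seeing the data, gave 0.884 (0.883 to 0.886).

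Leaving out arrays gave 3515 to 4736 probe sets for ALX against CMV cells, with 74.9% to 84.4% lower, 537 to 1707 for Ac2-26, 594 to 2409 for AnxA1, 19 to 579 in both agonist lists and 8 to 248 in all the lists. limma calls for ALX against CMV cells were 0 to 4. Lists past the test numbered 0 to 4 for Ac2-26 and 0 to 3 for AnxA1 against ALX cells, 0 to 2 between the agonists and 0 to 3 for both together. With 1 array or a whole replicate number left out, the ranges of the named values that turned were -2.62 to 0.14 for CD24, 0.00 to 2.08 for SGPP2, -1.73 to 0.03 for SP1, -0.16 to 2.34 for HINT3 and -0.22 to 1.56 for MALAT1 with Ac2-26. With AnxA1 they were -0.74 to 2.15 for MALAT1, -1.59 to 0.39 for SP1, -2.69 to 0.57 and -0.30 to 0.14 for TFRC, -2.19 to 0.71 and -1.77 to 0.66 for JAM3 and -0.28 to 1.47 for JAG1. With 1 array left out the replicate numbers are unbalanced, so the difference between them also enters these ranges and counts.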

Differences from the paper's values

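For ALX against CMV cells the counts of 3121 in all, 2894 lower and 3085 on this list alone are each 1 above those in the paper's text and Fig. 3A. Within 0.0001 of the threshold lie 3 probe sets, of which those of ABHD2 (-0.58498) and OXR1 (-0.58502) pass it. A threshold rounded to 0.585 would leave out that of ABHD2 alone, and the paper does not state which form it used. The other values of the paper that were computed here came out the same, the 103 and 118 values of Tables S1 and S2 within rounding. The following concern statements.

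The paper calls the lower expression of IFNGR1, IL6ST and the SOCS genes in ALX cells significant, and its methods name no test for it. Without the replicate block, limma called 0 of them (0 probe sets in all, 5135 at an unadjusted p under 0.05), and the probe sets of these genes past the 50% criterion were lower. With the block, set before the data were examined, IFNGR1, SOCS4, SOCS5 and SOCS6 passed (adjusted p = 0.039, 0.034, 0.041 and 0.032), and IL6ST (0.15 for its brightest probe set) and SOCS2 (0.20) did not. Without ALX replicate 2 the blocked fit called 0 probe sets, without ALX replicate 1 it called 2.

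Fig. 3B colours the 3 MALAT1 probes as higher with the agonists. Here 1 of them was higher (0.67 with Ac2-26 and 0.70 with AnxA1) and 2 were lower (-1.25 and -1.13, and -0.65 and -0.71), as they are in Tables S1 and S2.

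The paper gives the change of the ALX receptor in ALX against CMV cells as a fold change, which its methods define as a log2 ratio. The same number here is the log2 change, 1.55, which is 2.93-fold. The legend of Fig. 2 describes probes with a change below 50%, and the counts are those with a change above it, but for the difference of 1 just given.

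The paper states the doses of the agonists the other way round in the headings of Tables S1 and S2 than in its methods. The sample labels follow the methods, with 10 µM for Ac2-26 and 0.5 µM for AnxA1.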

Other observations

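The tests on the scaling of the arrays, and the comparisons of agonist-treated with CMV cells, were chosen after the result was seen.

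Genes of mitosis fell relative to other genes in ALX against CMV cells. Of 30 G2 and M phase genes, 7 were lower by 50% and 0 higher, with a median log2 change of -0.15, which was -0.04 with arrays scaled to the spike controls (adjusted p = 0.00066 from limma's camera, and 0.19 with an estimated correlation). The mitotic kinesin gene KIF11 had a change of -0.97 (SE 0.23, blocked adjusted p = 0.04), the kinase gene CDK1 of -0.82 (SE 0.33, blocked adjusted p = 0.038), NUF2 of -0.87 and ANLN of -0.86. The 28 S phase genes went both ways, with a median of -0.01 and a mean of 0.05 (adjusted p = 0.86), though the cyclin gene CCNE2 had a change of -0.76. Genes of cholesterol and fatty acid synthesis also fell as a list, with 16 of 23 lower and a median of -0.14, or -0.03 scaled to the spike controls (adjusted p = 0.0029, and 0.67 with an estimated correlation). Among them were STARD4 with -1.21 (SE 0.32, blocked adjusted p = 0.035), HMGCS1, the HMG-CoA synthase gene, with -0.98 (SE 0.17, blocked adjusted p = 0.027), IDI1 with -0.94 (SE 0.21, blocked adjusted p = 0.023) and ELOVL6 with -0.94 (SE 0.29, blocked adjusted p = 0.046). The call of the cholesterol list was lost without CMV replicate 2 (adjusted p = 0.076) and without ALX replicate 2 (0.15). When adjusted over the list alone, 4 mitotic genes (9 with the block) and 3 lipid genes (5 with the block) passed. The 65 genes of oxidative phosphorylation had a median of 0.06 (adjusted p = 0.72), with CYC1 at 0.52, and the list held 0 genes past the test adjusted over the list alone.

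Olfactory receptor genes and markers of fibroblasts and endothelium were higher as lists in ALX than in CMV cells. Of 102 olfactory receptor genes, 84 were higher, with a median of 0.15, or 0.26 scaled to the spike controls (adjusted p = 0.0015, and 0.68 with an estimated correlation) and 0 past the test adjusted over the list alone. OR10A4 had a change of 0.55. Of 18 fibroblast and endothelial markers, 17 were higher, with a median of 0.23, or 0.33 scaled to the spike controls (adjusted p = 0.008, and 0.23 with an estimated correlation). Among these markers, ACTA2 had a change of 0.49 (SE 0.22), THY1 of 0.48 (SE 0.20) and PDGFRB of 0.38, and 0 passed adjusted over the list alone (2 with the block). The 22 leukocyte markers had a median of 0.21 (adjusted p = 0.068), with CD79A at 0.48 and CORO1A at 0.48. Genes induced by glucocorticoids (median 0.07, mean -0.07, adjusted p = 0.54) and by histone deacetylase inhibitors (0.20, adjusted p = 0.13) were not past the test in this comparison, nor were the histone deacetylases (0.18, adjusted p = 0.72), the iron genes (-0.12, adjusted p = 0.55) or the apoptosis regulators (0.09, adjusted p = 0.93).

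The larger number of lower than higher probe sets in ALX cells was weighed against 3 technical explanations. Low signal is argued against, since 92.9% of the probe sets past the 50% criterion with a mean log2 of 6 or more were lower. Scaling cannot be told apart from a biological effect, since the share was 96.6% with median-centred arrays and 69.4% scaled to the spike controls. The spike scaling is itself imprecise, since the spike signals of ALX and CMV cells differed in opposite directions in the 2 replicates. That 1 deviating array alone makes it is argued against by the 2 same-numbered pairs, which share no array. Of the 1569 probe sets past the criterion in both pairs, 1498 were lower and 71 higher. That 1 deviating array adds to it stays open, since the shares in the 2 pairs were 74.9% and 84.4%. The over-expression itself, which the design names, was not tested against these.

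Probe sets lower in ALX than in CMV cells and higher again with both agonists may reflect chance values of the shared ALX arrays. Of 26 such probe sets chosen in replicate 2, the median agonist change in replicate 1 was -0.04 (quartiles -0.47 to 0.05), and of 59 chosen in replicate 1 that in replicate 2 was -0.04 (quartiles -0.16 to 0.05). No probe set was chosen in both replicates (0). The median change of ALX from CMV cells in the other replicate was -0.16 for the 26 and -0.53 for the 59. The fall thus kept its direction there, and chance values are left open for the rise with the agonists.

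The same arrays divided by replicate number instead of condition gave 2630 probe sets past the 50% criterion for CMV and ALX cells, against 3121 by condition, 3328 against 103 for ALX and Ac2-26, 3483 against 118 for ALX and AnxA1, and 4860 against 109 for the agonists. The crossed division gave 232, 219, 371 and 184. With 3 splits each, no exact p under 0.333 exists.

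Against CMV cells, 2933 probe sets passed the 50% criterion with Ac2-26 (2690 lower and 243 higher) and 3931 with AnxA1 (3429 lower and 502 higher). limma called 0 and 0 without the block, with 4807 and 5732 at an unadjusted p under 0.05, and 418 and 2017 with it. The blocked Ac2-26 count was 0 without ALX replicate 1, ALX replicate 2, Ac2-26 replicate 1 or Ac2-26 replicate 2, and 97 without CMV replicate 2. The blocked AnxA1 count was 0 without AnxA1 replicate 2 and 429 without CMV replicate 1.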
